# Transgenic mice expressing tunable levels of DUX4 develop characteristic facioscapulohumeral muscular dystrophy-like pathophysiology ranging in severity

**DOI:** 10.1186/s13395-020-00227-4

**Published:** 2020-04-11

**Authors:** Takako I. Jones, Guo-Liang Chew, Pamela Barraza-Flores, Spencer Schreier, Monique Ramirez, Ryan D. Wuebbles, Dean J. Burkin, Robert K. Bradley, Peter L. Jones

## Abstract

**Background:**

All types of facioscapulohumeral muscular dystrophy (FSHD) are caused by the aberrant activation of the somatically silent *DUX4* gene, the expression of which initiates a cascade of cellular events ultimately leading to FSHD pathophysiology. Typically, progressive skeletal muscle weakness becomes noticeable in the second or third decade of life, yet there are many individuals who are genetically FSHD but develop symptoms much later in life or remain relatively asymptomatic throughout their lives. Conversely, FSHD may clinically present prior to 5–10 years of age, ultimately manifesting as a severe early-onset form of the disease. These phenotypic differences are thought to be due to the timing and levels of *DUX4* misexpression.

**Methods:**

FSHD is a dominant gain-of-function disease that is amenable to modeling by *DUX4* overexpression. We have recently created a line of conditional *DUX4* transgenic mice, *FLExDUX4*, that develop a myopathy upon induction of human *DUX4-fl* expression in skeletal muscle. Here, we use the *FLExDUX4* mouse crossed with the skeletal muscle-specific and tamoxifen-inducible line *ACTA1-MerCreMer* to generate a highly versatile bi-transgenic mouse model with chronic, low-level DUX4-fl expression and cumulative mild FSHD-like pathology that can be reproducibly induced to develop more severe pathology via tamoxifen induction of *DUX4-fl* in skeletal muscles.

**Results:**

We identified conditions to generate FSHD-like models exhibiting reproducibly mild, moderate, or severe DUX4-dependent pathophysiology and characterized progression of pathology. We assayed DUX4-fl mRNA and protein levels, fitness, strength, global gene expression, and histopathology, all of which are consistent with an FSHD-like myopathic phenotype. Importantly, we identified sex-specific and muscle-specific differences that should be considered when using these models for preclinical studies.

**Conclusions:**

The *ACTA1-MCM;FLExDUX4* bi-transgenic mouse model has mild FSHD-like pathology and detectable muscle weakness. The onset and progression of more severe DUX4-dependent pathologies can be controlled via tamoxifen injection to increase the levels of mosaic DUX4-fl expression, providing consistent and readily screenable phenotypes for assessing therapies targeting DUX4-fl mRNA and/or protein and are useful to investigate certain conserved downstream FSHD-like pathophysiology. Overall, this model supports that DUX4 expression levels in skeletal muscle directly correlate with FSHD-like pathology by numerous metrics.

## Introduction

Facioscapulohumeral muscular dystrophy (FSHD) afflicts females and males of all ages and an estimated 1:8,300–22,000 people worldwide [1–4]. All forms of FSHD share a common pathogenic mechanism, increased somatic expression of the DUX4 (Double homeobox 4) retrogene caused by the loss of stable epigenetic repression of the chromosome 4q35.2 D4Z4 macrosatellite array [5–12]. Epigenetic dysregulation of the locus is caused by large deletions of the D4Z4 array on a single 4q allele, reducing it to 1–10 repeat units (RU) (classified as FSHD1) [6, 13, 14], or by mutations in genes encoding repressive epigenetic regulators of the locus (classified as FSHD2) [15, 16]. In addition, all forms of FSHD require a permissive *DUX4* polyadenylation signal (PAS) in *cis* distal to a dysregulated chromosome 4q D4Z4 array [17]. Pathology ultimately results from the aberrant increase in stable somatic expression of the dysregulated *DUX4* mRNA from the distal-most RU [5, 7, 9–12, 17–20].

The *DUX4* gene encodes several mRNA isoforms generated by alternate 5′splice site usage in the first exon [9]; however, only the DUX4-full length *(DUX4-fl)* mRNA is pathogenic when expressed in muscle [9, 17, 21]. *DUX4-fl* encodes a paired homeobox domain transcription factor (DUX4-FL) normally expressed in healthy human testis, pluripotent cells, and cleavage-stage embryos, and the DUX4-mediated transcriptional program is key for zygotic genome activation, all of which supports an important role for DUX4-FL during early embryonic development [5, 9, 22–25]. Adult somatic cells from healthy individuals are typically devoid of detectable *DUX4-fl* expression [9, 17, 18]. However, individuals meeting the genetic criteria for FSHD express stable DUX4-fl mRNA and protein in their skeletal muscles, which aberrantly activate an embryonic gene expression profile [9, 17, 18, 26, 27], ultimately leading to FSHD pathophysiology. Interestingly, low somatic expression of *DUX4-fl* mRNA per se is not necessarily pathogenic since expression can be detected in some rare cultures of myogenic cells and muscle biopsies from healthy and asymptomatic FSHD subjects, albeit at levels significantly lower than in equivalent cells and tissues from FSHD-affected subjects [10, 18, 19]. Epigenetic analysis of the pathogenic 4q D4Z4 RU shows that the stability of *DUX4* epigenetic repression correlates with disease presentation among healthy, FSHD1-affected, and FSHD1-asymptomatic subjects [10]. Together, this data supports that the level of somatic *DUX4-fl* expression, which is inducible and affected by the epigenetic stability in the region, is the key determinant of disease onset and severity.

In addition to the complex genetic and epigenetic conditions that are required to develop clinical FSHD [11], the pathogenic mechanism is also unusual among neuromuscular diseases. While FSHD is an autosomal dominant gain-of-function disease, the pathogenic DUX4 gene is typically expressed in only a small fraction (< 1%) of cells, ultimately leading to debilitating muscle pathology over time [9, 18, 28]. This may account in part for the more common adult onset of clinical symptoms in FSHD patients [29, 30]. In addition, it appears that FSHD pathology is caused by sporadic bursts of increased DUX4-fl expression in differentiated myocytes, which are epigenetically suppressed in healthy and asymptomatic subjects [10, 21, 31, 32]. Since these cells are syncytial, the detrimental effects of aberrant DUX4-FL expression may be found throughout an FSHD myofiber despite expression initially being restricted to a small percentage of myonuclei at any one time [28]. Regardless, DUX4-fl expression in FSHD myocytes and skeletal muscle, even when bursting, is still extremely rare, highly variable, and difficult to detect [9, 18, 21].

Since DUX4-FL is a transcription factor not typically expressed in healthy muscle, its aberrant expression alters the mRNA profiles of numerous genes in myocytes [26, 33–35]. Many of these DUX4 target genes, including germline-specific genes, cleavage-stage genes, and immune system regulators, are not normally expressed in healthy myogenic cells [24, 26, 33, 34]. In addition, DUX4-FL expression ultimately initiates a cascade of numerous potentially detrimental events including the disruption of proteostasis, nonsense-mediated decay, and mRNA splicing mechanisms [21, 36, 37], altered myogenesis [38–41], and induction of apoptosis [7, 21, 42–44]. These DUX4-mediated changes, either alone or in combination, lead to progressive muscle cell death and ultimately pathology [20, 45]. Thus, the DUX4-fl mRNA and protein are prime targets for therapeutic intervention, and animal models for FSHD should be based on DUX4-fl expression in adult skeletal muscle.

We have previously reported the generation of the *FLExDUX4* (*FLExD*) conditional *DUX4-fl* transgenic line of mice, which contains a DUX4 transgene engineered into the *Rosa26* locus using the FLEx directional switch system [46, 47] to bypass the embryonic lethality from leaky embryonic expression of this transgene [48]. Upon Cre-mediated induction, the transgene recombines to express DUX4-fl under control of the *Rosa26* gene promoter (Fig. 1a). Importantly, since many elements within *DUX4* are prime targets for sequence-based therapies [49–52], the DUX4 transgene maintains the exon/intron structure of the endogenous human gene, including the 5′ untranslated region (UTR), the endogenous PAS, and the distal auxiliary elements (DAEs) that enhance *DUX4* mRNA cleavage and polyadenylation events [5, 9, 52–54]. Here, we show that the *FLExD* mouse model, when crossed with the skeletal muscle-specific and tamoxifen (TMX)-inducible ACTA1-Mer-cre-Mer mouse [55], produces a bi-transgenic model with chronic low levels of mosaic *DUX4-fl* expression in skeletal muscle and reproducibly recapitulating many aspects of FSHD pathophysiology. Further, when treated with TMX, this model can be induced to develop more severe pathology dependent upon the amount of TMX used, thus providing several suitable models of FSHD severity for therapeutic interventions targeting DUX4-fl mRNA, protein, and certain downstream pathways and pathology.

**Fig. 1:**
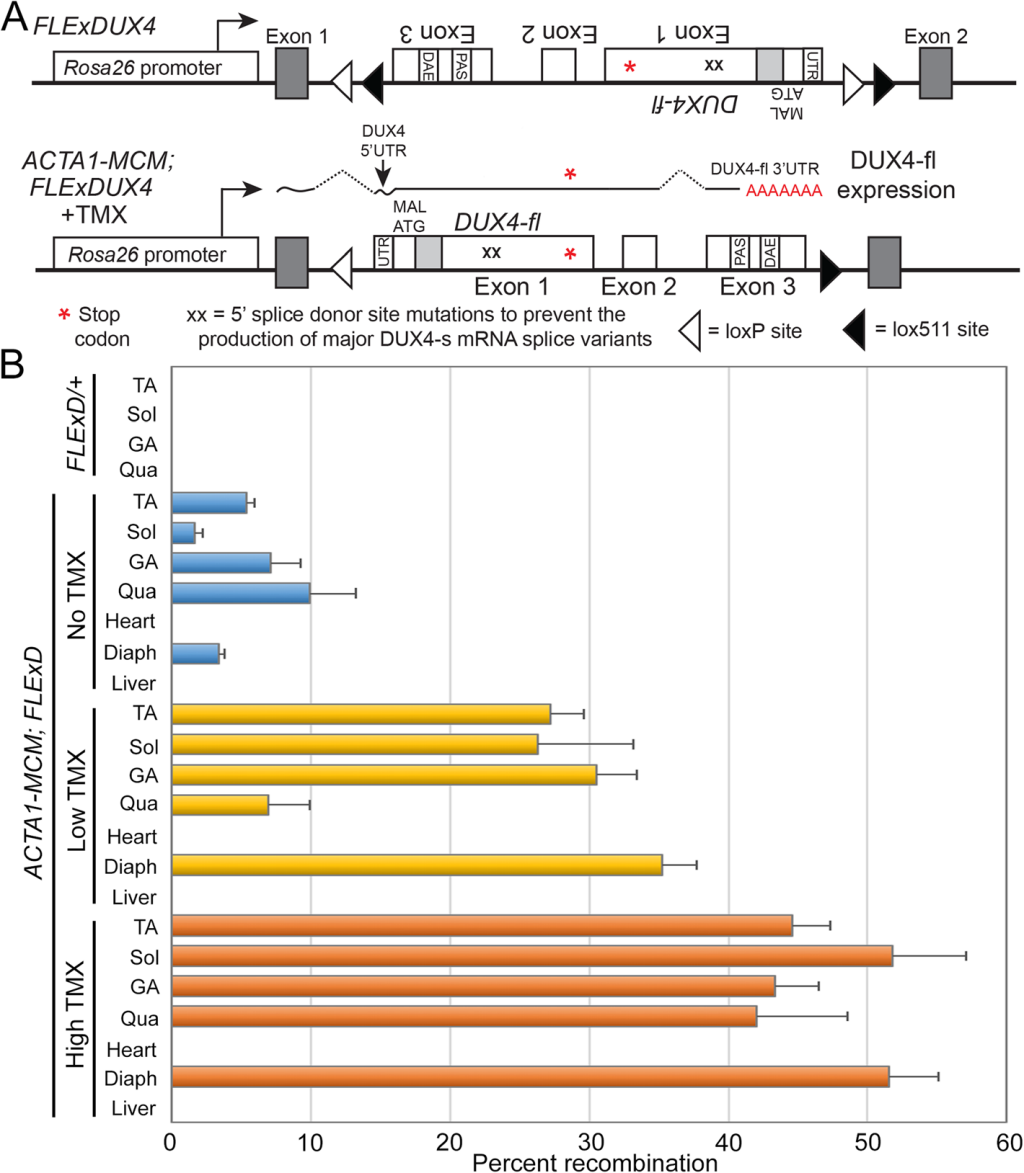
Transgene map and FSHD-like model generation. **a** The synthesized FLExDUX4 (FLExD) transgene, flanked by heterologous lox sites (loxP and lox511), was inserted in the antisense orientation to the *Rosa26* promoter and maintains the intron/exon structure and *cis* mRNA regulatory features, including the PAS and DAE, of the human chromosome 4q35 *DUX4* gene. When crossed with *ACTA1-MCM* mice, the bi-transgenic offspring have the capacity for dosage-dependent, TMX-inducible unidirectional recombination of the transgene, resulting in DUX4 expression exclusively in skeletal muscle and transcribed from the *Rosa26* promoter, processed, and terminated in exon 3 using the *DUX4* PAS. **b** Genomic PCR indicating percent transgene recombination in different muscles from *FLExD/+* mice and bi-transgenic *ACTA1-MCM;FLExD* mice with no TMX or 3 days after a single IP injection of 5 mg/kg TMX (low), or two IP injections of 10 mg/kg TMX (high). TA, tibialis anterior; Sol, soleus; GA, gastrocnemius; Qua, quadriceps; Diaph, diaphragm

## Methods

### Mouse husbandry

All mice for this study were bred and maintained in a specific-pathogen-free barrier animal facility at the University of Nevada, Reno (UNR), School of Medicine. Staff were required to wear disposable personal protective clothing including hair bonnets, coveralls, gloves, and shoe covers and use the high-level surface disinfectant Clidox-S (Pharmacal Research Laboratories, Inc., Naugatuck, CT). Mice were housed on autoclaved corncob bedding (Teklad 7092, Envigo RMS, Indianapolis, IN) in solid-bottom and individually ventilated polysulfone cages (Tecniplast USA, West Chester, PA) with the air handler set to 70 air changes per hour. Reverse-osmosis purified water and irradiated maintenance diet (Teklad 2919) was provided ad libitum. Structural enrichment of rodent cages included Alpha-twist paper nesting material (Shepherd Specialty Papers, Watertown, TN) and high-temperature polycarbonate shelters (Bio-Serv, Flemington, NJ). The animal room was maintained at 70 °F in a 12:12-h light:dark cycle and 10–12 air changes per hour with 40% relative humidity. Fresh cages were provided every 14 days using a HEPA-filtered downdraft laminar airflow cage changing station. The soiled-bedding sentinel mouse health surveillance system verified absence of all murine pathogens for all periods during these studies, including *Clostridium piliforme*, *Mycoplasma pulmonis*, CAR bacillus, Ectromelia virus, EDIM virus, lymphocytic choriomeningitis virus, mouse adenoviruses 1 and 2, mouse cytomegalovirus, mouse hepatitis virus, murine norovirus, mouse parvoviruses, polyomavirus, reovirus type 3, Sendai virus, Theiler’s murine encephalomyelitis virus, *Encephalitozoon cuniculi*, *Helicobacter* spp., *Pasteurella pneumotropica*, the pinworms *Aspiculuris tetraptera* and *Syphacia* spp., and the fur mites *Myobia* spp., *Myocoptes* spp., and *Radfordia* spp. All procedures were approved by the UNR Institutional Animal Care and Use Committee. The UNR animal care and use programs are fully accredited by AAALAC, International.

### Transgenic mice

The *ACTA1-MCM* Cre driver line refers to B6.Cg-Tg(ACTA1-cre/Esr1*)2Kesr/J (JAX 025750) [55] and Rosa26^NZG^ refers to FVB.Cg-Gt(ROSA)26Sor<tm1(CAG-lacZ,-EGFP)Glh>/J (JAX 012429) [56], both purchased from Jackson Labs (Bangor, Maine). *FLExDUX4* (*FLExD*) mice were generated and characterized by the PL Jones lab [48] and are available from Jackson Labs (JAX 028710). Mice were genotyped as described [48].

### Tamoxifen (TMX) injections

Tamoxifen free base (Sigma T5648) was dissolved in 100% ethanol (200 mg/ml) at 55 °C and added to pre-warmed clean corn oil (ThermoFisher S25271) to make 20 mg/ml frozen stocks. Stock TMX aliquots were warmed to 37 °C, diluted with pre-warmed sterile corn oil either 10- or 20-fold just prior to use, and administered to mice by intraperitoneal (IP) injection at a final concentration of 5 or 10 mg/kg. For the moderate model, *ACTA1-MCM; FLExD* bi-transgenic animals were injected once with 5 mg/kg TMX. For the severe model, *ACTA1-MCM; FLExD* bi-transgenic mice were injected on two consecutive days with 10 mg/kg TMX.

### X-Gal staining for evaluating TMX dosing

Male *ACTA1-MCM* mice were crossed with female *Rosa26*^*NZG*^ mice to assess induction of Cre-mediated recombination using our TMX dosage regimens. Control or bi-transgenic mice (*n* = 3) were treated with TMX, as above. Whole gastrocnemius muscles were fixed in LacZ fixative (0.2% glutaraldehyde, 5 mM EGTA, 100 mM MgCl_2_ in PBS pH 7.4) at 4 °C for 4 h, cryopreserved in cold 30% sucrose/PBS at 4 °C overnight, then frozen in O.C.T. for sectioning. Cryosections (8 μm) were fixed with 4% paraformaldehyde (PFA)/PBS and then stained with X-Gal staining solution (1× PBS with 2 mM MgCl_2_, 5 mM potassium ferricyanide, 5 mM potassium ferrocyanide, 0.01% Nonidet P-40, 0.1% sodium deoxycholate, 1 mg/mL X-Gal) for 50 min. Stained sections (*n* = 10/muscle analyzed) were post-fixed in buffered formalin at 4 °C for 5 min, rinsed three times with PBS, and then deionized water before mounting. Images were captured using an Olympus CX41 microscope with PixeLINK camera under bright field.

### Transgene recombination assay

The direction of floxed DUX4 transgene in FLExD mouse will be recombined to sense direction by Cre recombinase. The non-recombined transgene (NR) was detected by PCR of 100-ng genomic DNA using primers; Forward: 5′-CAATACCTTTCTGGGAGTTCTCTGCTGC-3′ and Reverse: 5′- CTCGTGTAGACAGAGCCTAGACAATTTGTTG-3′, and recombined transgene (R) was detected using different reverse primer, 5′- AGGCTCGCAGGGCCTCGCTT-3′. PCR products were visualized by ethidium bromide staining after agarose gel electrophoresis, and the intensities of PCR products were quantified using volume tool of BioRad Image Lab software ver.4, global subtraction method. Recombination rate was calculated as follows % = [*R*/(NR + *R*)] × 100.

### Gene expression analysis by RT-PCR

Specific mRNA expression was determined for each severity model using 3–4 mice per model. Total RNA was extracted from dissected mouse muscles homogenized in 10 volumes of TRIzol (ThermoFisher) using the TissueLyser LT (Qiagen), as per manufacturer’s instructions followed by on-column DNaseI treatment and clean-up using the RNeasy mini kit (Qiagen). Quantitative *DUX4-fl* mRNA expression was analyzed using nested qRT-PCR, as described [48, 57]. Expression of DUX4 target genes was analyzed by qPCR using 5 to 10 ng cDNA, as described [33, 48]. All oligonucleotide primer sequences for *DUX4-fl*, downstream targets, and *18S* rRNA are previously reported [31]. Expression of Myostatin mRNA was analyzed by qRT-PCR using primers 5′-AGTGGATCTAAATGAGGGCAGT-3′ (forward) and 5′-GTTTCCAGGCGCAGCTTAC-3′ (reverse). Significance was calculated using the two-tailed *t* test.

### Histology

Freshly dissected muscles were kept moist, coated with O.C.T. compound, snap-frozen in liquid nitrogen-cooled isopentane, and stored at − 80 °C until sectioning. Cryosections (12 μm) were mounted on slides and air-dried before staining or storage. Sections were used for hematoxylin and eosin (H&E) staining [48] or picrosirius red staining. All histological analyses were done with the identity of the sample blinded to the person performing the assessment.

### Centralized nuclei

H&E staining was performed as described [48]. A series of micrographs from each muscle section were captured using a × 20 objective on a Leica DM2000 and reconstituted to form a whole muscle cross section using LAS 4.12 software (Leica Microsystems, Inc.). Muscle sections taken from similar points in the soleus or tibialis anterior muscles were used across the models. The number of muscle fibers with or without internally located nuclei were counted using Image J software.

### Picrosirius red (SR) staining

SR staining was performed as described [58]. Cryosections (12 μm) cut mid-belly of the tibialis anterior muscle were fixed with 4% PFA/PBS, pH 7.4 for 10 min, rinsed with dH_2_O, and dehydrated with a series of 1 min ethanol washes (70%, 95%, 100%), and air-dried. Sections were then stained for 1 h in SR solution (0.1% direct red 80, 1.3% saturated picric acid), and washed three times with dH_2_O. Stained sections were dehydrated with a series of 1 min ethanol washes (70%, 95%, and 100%), cleared with xylene for 5 min, and mounted. A series of micrographs from each muscle section were captured using a × 10 objective on a Leica DM2000 and reconstituted to form a whole muscle cross section using LAS 4.12 software (Leica Microsystems, Inc.). Whole cross section images (*n* = 2 per muscle) were divided into 3–5 sections and processed with MATLAB (Mathworks) to determine the number of pixels stained red and the total number of pixels stained. Muscles from 3–4 mice for each treatment were analyzed. Significance was calculated by one-way ANOVA using Prism 7 (Graphpad).

### Immunofluorescence (IF)

The 10-μm cryosections of muscle tissues were fixed with 4% PFA/PBS on ice for 10 min, permeabilized with 0.25% TritonX-100/PBS for 10 min, incubated with blocking solution (5% normal goat serum, 2% BSA, 0.01% TritonX-100/PBS) for 30 min, and then incubated with primary antibody at 4 °C overnight. The following day, sections were incubated with secondary antibody at room temperature for 40 min, then mounted in ProLong Gold with DAPI for nuclear staining. DUX4 was detected using E5-5 antibody (Abcam ab124699) diluted 1:200. Embryonic fast myosin heavy chain was detected using the F1.652 monoclonal antibody, developed by the Baxter Lab for Stem Cell Biology, Stanford University, and obtained from the Developmental Studies Hybridoma Bank, created by the NICHD of the NIH and maintained at The University of Iowa, Department of Biology, Iowa City, IA 52242. Dystrophin was detected using an anti-dystrophin rabbit polyclonal antibody (Abcam, ab15277). Immunofluorescent images were captured using the Leica DMi8, DFC365 FX camera, and LAS X software (Leica Microsystems Inc.). Three non-consecutive sections from each muscle of 3–4 mice per group were analyzed.

### Apoptosis assay

Apoptotic events were analyzed by TUNEL (terminal deoxynucleotide transferase dUTP nick end labeling) staining using the In Situ Cell Death Fluorescein Kit (Roche/SIGMA 11684795910). The 10-μm cryosections of TA muscles were mounted on slides and fixed with 4% paraformaldehyde for 20 min. Staining was performed as per manufacturer’s instructions. Three non-consecutive sections from each muscle of 3–4 mice per group were analyzed.

### Treadmill exhaustion test

All treadmill tests were performed with an Exer3/6 treadmill and shock detection system (Columbus Instruments) in the mouse mode with electric shocking grid. All mice were acclimated to the apparatus before running by placing them on an unmoving treadmill for 5 min, then at a speed of 5 m/min for 5 min at 0° incline with electric shock grid on. Mice were rested for 2 days before the first test. The exhaustion test was established for these FSHD-like model mice after several modifications of the Treat-NMD protocol DMD_M.2.1.003. The test was performed using a 7° incline and an initial speed of 5 m/min with speed increasing by 0.5 m every minute. Mice were run until they were unable to maintain a speed to remain off the shock grid for more than 5 sec (time of fatigue) or a maximum of 20 min (approximate maximum speed is 15 m/min and maximum distance is 200 m). This testing was performed at least three times per mouse with at least 2 days of rest in between tests. There were 3–4 mice analyzed per group. Significance was calculated by two-way ANOVA using Prism 7 (Graphpad).

### Ex vivo muscle contractile properties

EDL muscles (n indicated in figure legends) were excised from deeply anesthetized mice with 3% isoflurane, hung from a computer-controlled servomotor (300B, Aurora Scientific, Inc), and mounted in a heated (30 °C) oxygenated tissue bath containing a physiologic salt solution as described [59, 60]. Experiments were performed, and data were analyzed using DMA software (Aurora Scientific, Inc) and Prism 7 (Graphpad), as previously described (Treat-NMD SOP, DMD_M.1.2.002, and [60]). Significance for twitch and tetanus was calculated by one-way ANOVA, and for the force frequency analysis, it was calculated by two-way ANOVA using Prism 7 (GraphPad).

### RNA-seq

RNA-seq was performed by Genewiz LLC (South Plainfield, NJ). Total RNA (5 μg) was isolated from gastrocnemius muscles of 13-week-old mice, 3 mice per group (*ACTA1-MCM, FLExD*, *ACTA1-MCM;FLExD* mild/no TMX, *ACTA1-MCM;FLExD* moderate TMX, and *ACTA1-MCM;FLExD* severe TMX), as described above. The mRNAs were purified using poly(A) selection and then fragmented. First-strand cDNA synthesis used random priming followed by second-strand synthesis. The resulting double-strand cDNA was end repaired, phosphorylated, and A-tailed. Adapters were ligated and PCR amplification was performed. The library was sequenced using the Illumina HiSeq2500platform in a 1 × 50 base pair single-read configuration in Rapid Run mode, with a total of at least 120 million reads per lane. Sequence reads were trimmed to remove adapter sequences and poor quality nucleotides (error rate < 0.05) at the ends. Sequence reads shorter than 50 nucleotides were discarded.

### Differential RNA-seq expression and gene ontology (GO) analysis

#### Data sources

RNA-seq reads for C2C12 expressing DUX4-fl or control were downloaded from the Gene Expression Omnibus (accession number GSE87282) [25].

#### Genome annotation, read mapping, and gene expression estimation

Human (hg19) and mouse (mm10) genome annotations were created by merging the UCSC knownGene [61], Ensembl 71 [62], and MISO v2.0 [63] annotations. Sequence reads were mapped to these annotations as previously described [64]. In brief, RSEM v1.2.4 [65] was modified to call Bowtie [66] with the option “-v 2” and then used to map all reads to the merged genome annotation. Remaining unaligned reads were then mapped to the genome and a database of potential splice junctions with TopHat v2.0.8b [67]. All gene expression estimates were normalized using the trimmed mean of M values (TMM) method [68].

Differentially expressed genes (Table S1 and GEO accession number GSE122562) in DUX4-induced versus control experiments were defined at a threshold of 1.4-fold and 2-fold change and Bayes factor ≥ 10 (computed with Wagenmakers’s framework [69]), as observed in all possible pair-wise comparisons of experimental replicates. A gene that was differentially expressed was a gene that was significantly upregulated or downregulated in all 3 replicate comparisons. Genes listed in Table S1 were at 1.4-fold. Gene ontology (GO) terms that were enriched among genes that exhibited increased or decreased expression in DUX4-induced versus control samples were identified with the GOseq method [70], with a false-discovery rate threshold of 0.01. GO superterms (Table S4) are all terms that are descendent of GO terms containing the following key terms, respectively:

*Cell cycle*: cell cycle, mitosis, mitotic, chromosome segregation, cell division, nuclear division, proliferation, chromosome condensation, kinetochore, spindle, cyclin

*Apoptosis*: apoptosis, cell death, apoptotic, cell killing

*Muscle*: muscle, sarco, myofibril

*Immune*: immune, chemokine, interferon, wound, virus, cytokine, cytokine-, leukocyte, interleukin, Toll-like, toll-like, bacteri, inflamma, defense, immunological, immunoglobulin receptor, MHC, immunoglobulin, viral

Differentially expressed genes from the comparison of 9 control and 9 FSHD1 muscle biopsies [26] were defined as genes that were consistently differentially expressed at a threshold of Bayes factor ≥ 10 (computed with Wagenmakers’s framework [69]) in more than 50 out of 81 possible pair-wise comparisons between control and FSHD1 muscles. The intersection of these genes with orthologous differentially expressed mouse genes from DUX4-induced vs control experiments are summarized in Table S3.

#### Data analysis and visualization

All data analysis was performed in the R programming environment and relied on Bioconductor [71], dplyr [72], and ggplot2 [73]. Venn diagrams were plotted using the venneuler package. For significance, fold change thresholds of 1.4-fold (i.e., log2 fold change of 0.5) or 2-fold (i.e., log2 fold-change of 1), depending on the Venn diagram.

### Alternative splicing analysis

The MISO computational method [63] was used to characterize skipped exon (SE) and retained intron (RI) alternative splicing events for 12 RNA-seq samples from the control, FLExD, moderate, and severe models (Table 3 and Table S6). MISO (version 0.5.3) was executed with mapping results produced with TopHat, using the following configuration: --read-len:51, min_event_reads = 20, burn_in = 500, lag = 10, num_iters = 5000, and num_chains = 6.

## Results

The *FLExDUX4* (*FLExD*) line of transgenic mice was developed and first characterized by the PL Jones lab while at the University of Massachusetts Medical School (UMMS), was deposited into Jackson Labs for distribution (#028710), and is described elsewhere [48]. The original description of the model reported alopecia, rectal prolapse, and soft stools as commonplace in the heterozygous *FLExD/+* transgenic mouse and more even more pronounced in the homozygous *FLExD/FLExD* line (Figure S1 and Figs. 2 and S4 in ref [48]), indicating they were linked to the low leaky levels of DUX4-fl expression that were higher in the transgene homozygote. In addition, these gastrointestinal (GI) phenotypes suggested there may be some gut inflammation exacerbated by low levels of leaky DUX4 expression. This GI phenotype may not be acceptable to veterinary staffs at some institutions and prevent import and use. However, in 2017, the PL Jones lab moved to the University of Nevada, Reno School of Medicine (UNR Med), and relocated the *FLExD* mouse colony used in this current study. In order to enter the UNR Med barrier facility, mice from UMMS were analyzed for undesirable bacteria and viruses. In addition to being found positive for murine norovirus (MNV), analysis of the gut flora from the UMMS housed mice revealed the presence of *Pasteurella pneumotropica* and *Helicobacter mastomyrinus*, which necessitated re-derivation of the line to allow import. *Helicobacter* species (ssp) have been known to cause rectal prolapse and diarrhea in some immune deficient or otherwise susceptible animals [74]. After re-derivation, the UNR Med housed mice tested negative for MNV, *Helicobacter ssp,* and *Pasteurella pneumotropica* biotypes Jawetz and Heyl. Interestingly, the prior alopecia phenotype was much less pronounced in the UNR Med housed mice and the soft stools and rectal prolapse have not been seen in the UNR Med *FLExD* mouse colony over 3 years (Figure S1), supporting these were a result of different gut microbiomes. This is a good illustration of potential overlooked sources of variability between labs when using the same transgenic mouse models of human disease [75, 76]. Investigators should be aware of these adverse effects, which may also impact experimental outcomes, when using the *FLExD* mouse model and similarly that they can potentially be overcome by mouse facility conditions.

**Fig. 2:**
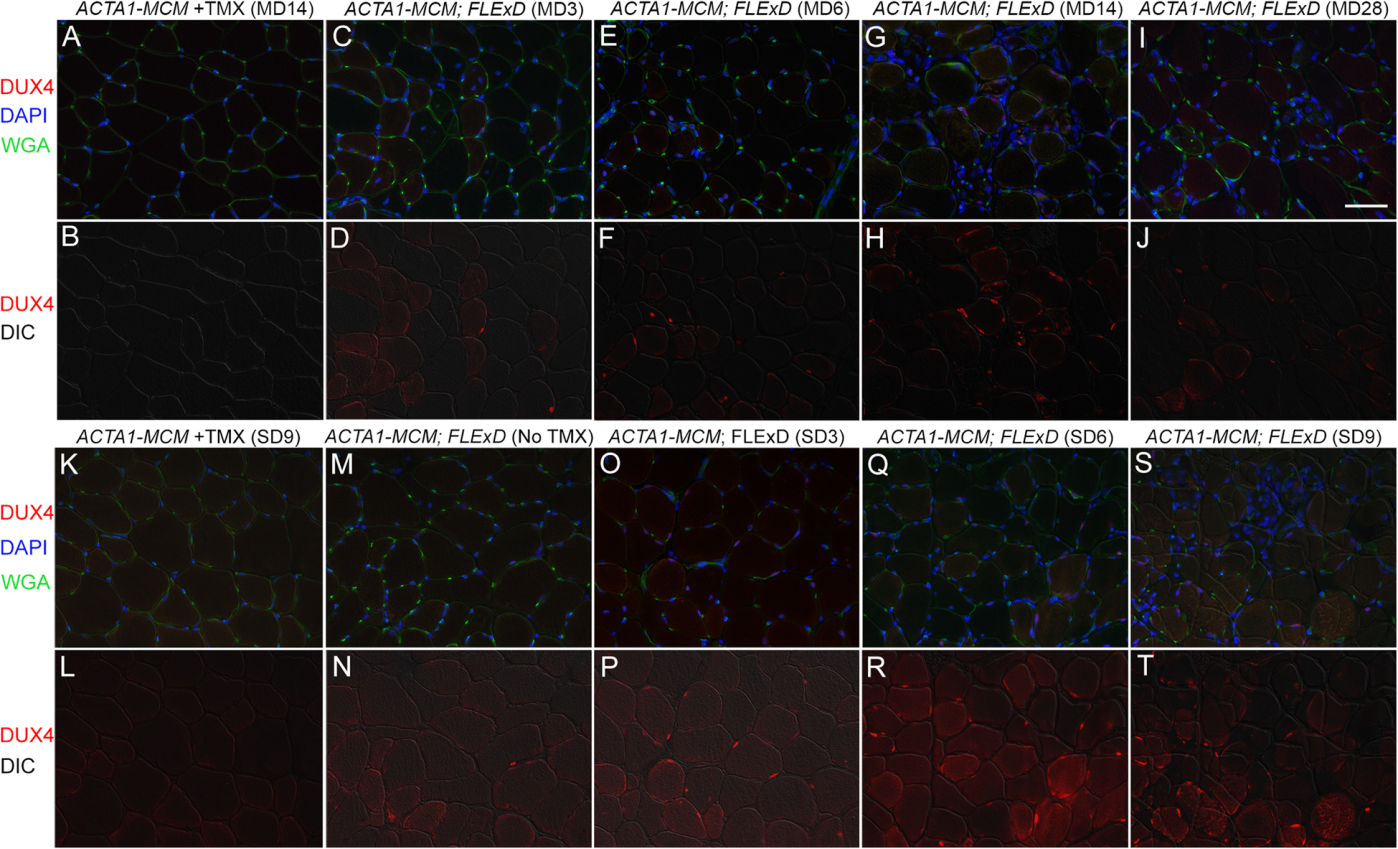
All bi-transgenic *ACTA1-MCM;FLExD* mouse models show mosaic patterns of nuclear DUX4-FL expression. Tibialis anterior muscles were analyzed by IF for DUX4-FL protein expression over 28 days (moderate model, panels **c**–**j**) or 9 days (severe model, panels **o**–**t**). Muscles from the mild model, bi-transgenic *ACTA1-MCM;FLExD* without TMX (panels **m** and **n**), showed low steady levels of DUX4-FL immunostaining. Muscles from *ACTA1-MCM* mice treated with TMX at MD14 (panels **a** and **b**) or SD9 (**k** and **l**) showed no DUX4-FL signal and served as negative controls. Red, DUX4 IF; Blue, DAPI staining; Green, WGA staining. Scale bar = 50 μm

### Generation of mice with mosaic DUX4-fl expression in skeletal muscles

FSHD is caused by mosaic expression of *DUX4-fl* mRNA and its encoded protein from the normally silent *DUX4* gene in a small fraction of differentiated adult skeletal myocytes [9, 18, 21]. Previously we generated a conditional *DUX4-fl* expressing transgenic mouse, *FLExD*, and showed that high expression of *DUX4-fl* in skeletal muscle can produce a very severe myopathy with some FSHD-like pathology [48]. However, high levels of *DUX4-fl* expression in many skeletal myonuclei does not recapitulate the mosaic rare myonuclear expression of *DUX4-fl* found in FSHD subjects and preclinical testing for different candidate FSHD therapeutics targeting *DUX4-fl* mRNA, and protein expression will likely require different criteria, such as lesser degrees and slower progression of pathophysiology, dependent upon the approach. To address this issue, we generated and characterized a highly reproducible series of phenotypic FSHD-like transgenic mouse models varying in severity and pathogenic progression based on differing levels of mosaic expression of the pathogenic *DUX4-fl* mRNA isoform of human *DUX4* in adult murine skeletal muscle. We identified the tamoxifen (TMX) inducible and skeletal muscle-specific Cre expressing transgenic mice, *ACTA1-MerCreMer* (or *ACTA1-MCM*) [55] as a strong candidate for the generation of the desired phenotypes. To test if these could be used to generate mosaic expression in skeletal muscles and to optimize TMX dosing, the *ACTA1-MCM* mice were crossed with *R26*^*NZG*^ Cre reporter mice [56] that produce readily detectable nuclear ß-galactosidase (n*LacZ*) expression in all cells where Cre is functional in the nucleus (Figure S2). Two dosing regimens of TMX were tested in the *ACTA1-MCM; R26*^*NZG*^ bi-transgenic offspring, a single low-dose (5 mg/kg) intraperitoneal (IP) injection and two IP injections on consecutive days of a higher dose (10 mg/kg). Expression of the n*LacZ* reporter gene was visualized by X-Gal staining [77] in the gastrocnemius muscles isolated 2 weeks after TMX injection. The results indicated that both dosing regimens produced mosaic patterns of Cre-mediated recombination in skeletal muscle, with the high TMX dose producing ~ 1.5× more X-Gal stained nuclei than the low-dose (Figures S2 and S3). There was no significant difference in transgene recombination between male and female mice (Figure S4). Surprisingly, in the absence of TMX the *ACTA1-MCM;R26*^*NZG*^ mice also showed transgene recombination, although only in a very small fraction of skeletal muscle nuclei (Figure S2C). Interestingly, this low-level recombination and nLacZ expression was not uniform across all nuclei; rather, it also showed a mosaic pattern of recombination (~ one third the number of recombined nuclei induced by the low TMX dose, Figure S3C compared with S3D). Since there was no indication of recombination in the *R26*^*NZG*^ single transgenic animals treated with TMX (Figure S2B), we interpret this result as indicating a low level of MerCreMer protein leaking into the nucleus in the absence of TMX, either at a level that only occasionally leads to recombination or the protein is only sporadically leaky into a few nuclei. Regardless, this suggested that bi-transgenic animals generated with the *ACTA1-MCM* line may be useful for generating very low mosaic expression of a transgene in the absence of TMX induction. Overall, we concluded that the *ACTA1-MCM* line of mice was suitable for generating a range of mosaic transgene expression models.

Generating FSHD-like model mice with differing levels of pathophysiology required adjusting the level of mosaicism with respect to DUX4-fl expression. Therefore, *ACTA1-MCM* mice were crossed with *FLExD* mice [48] (Fig. 1a), and 13–14-week-old *ACTA1-MCM;FLExD* bi-transgenic mice were treated with the above TMX dosing regimens to induce differing levels of mosaic transgene recombination. Genomic DNA was isolated 3 days post-injection (DPI) of TMX and assayed for transgene recombination by genomic PCR (Fig. 1b). The *FLExD* hemizygous mice showed no transgene recombination in the absence of Cre, and the bi-transgenic animals showed variable low levels (2–10%) of transgene recombination in skeletal muscles, but not in the heart or liver, in the absence of TMX, due to the abovementioned sporadic leaky nuclear Cre activity in *ACTA1-MCM* mice. When injected with TMX to induce Cre nuclear activity and stimulate transgene recombination in skeletal muscles, the bi-transgenic mice showed increased recombination (8–30%) in response to the low TMX dose and an even higher level of recombination (38–55%) in response to the high TMX dose. Surprisingly, in all three bi-transgenic models (no, low, and high TMX), there were muscle-specific differences in the transgene recombination rate; however, these differences were consistent between the TMX treated lines (Fig. 1b). For example, quadriceps muscles showed the lowest recombination in both TMX-induced models, followed by the tibialis anterior (TA) and gastrocnemius muscles with intermediate levels, while the diaphragm and soleus showed the highest recombination levels. As expected when using the *ACTA1-MCM* driver line, the heart and liver showed no transgene recombination in any of the bi-transgenic animals. Since this assay measures transgene recombination of a single copy transgene per nucleus, the results showing less than 100% recombination represent mosaic recombination which should translate into the desired mosaic DUX4-fl transgene expression. Importantly, variable muscle-specific recombination efficiencies were not significantly different between male and female mice (Fig. S4). We conclude that we have identified three conditions that reproducibly produce differing levels of mosaic transgene recombination, which we will refer to as mild, moderate, and severe (Table 1), based on the subsequent characterizations described below. Importantly for future studies, we show that different skeletal muscles show different levels of recombination in response to these TMX treatments.

**Table 1:** FSHD-like mouse severity models

Genotype	TMX	Transgene recombination	DUX4-fl expression	Phenotype
*ACTA1-MCM/+*	5 mg/kg × 1 IP	NA	No	Control moderate
*ACTA1-MCM/+*	10 mg/kg × 2 IP	NA	No	Control Severe
*ACTA1-MCM;FLExD/+*	None	2-10%	Yes	Mild
*ACTA1-MCM;FLExD/+*	5 mg/kg × 1 IP	7–28%	Yes	Moderate
*ACTA1-MCM;FLExD/+*	10 mg/kg × 2 IP	38–55%	Yes	Severe

To assess if the variable rates of transgene recombination in each model translated similarly to variable levels of protein expression at the single nucleus level, muscle tissues were analyzed by immunofluorescence (IF) using an anti-DUX4-FL antibody. Mosaic patterns of nuclear DUX4-FL expression were readily detected in cross sections of TA muscle from all three models (Fig. 2). The bi-transgenic *ACTA1-MCM;FLExD* mild model showed few DUX4-FL-positive nuclei in the absence of TMX (Fig. 2m and n), consistent with a very low level of transgene recombination (Fig. 1b). However, since DUX4-FL is cytotoxic and it is not known how long DUX4-FL expressing cells may remain in the muscles, an IF time course study was performed for the TMX-injected mice and the DUX4-FL protein-positive myonuclei were quantified (Figs. 2 and S5). The low-dose mice, which appeared to be moderately affected phenotypically over time and will be referred to as the moderate FSHD-like model (Table 1, discussed in detail below), were assayed over 28 DPI. DUX4-FL expression appeared by 3 DPI (moderate day 3, or MD3), peaking at MD14, and then was greatly reduced by MD28, likely due to the death of DUX4-positive cells (Fig. 2a–j). Mice injected with the high-dose TMX regimen were so severely affected by 9 DPI that they had to be sacrificed and could not be assessed further. These mice, which will be referred to as the severe FSHD-like model, similarly showed DUX4-FL expression by 3 days after the first injection (severe day 3, or SD3) and peak DUX4-FL expression at SD6. DUX4-FL expressing myonuclei had decreased in number by SD9, likely due to massive cell death. Overall, the mild FSHD-like model exhibited very low numbers of DUX4-FL-positive myonuclei, with the moderate model exhibiting a significant increase (> 5-fold) in DUX4-FL-positive myonuclei, and the severe model had the highest numbers of DUX4-FL-positive myonuclei, with a > 10-fold increase compared with the mild model (Figure S5). DUX4-FL protein was not detectable in the heart or skeletal muscles from the non-recombined *FLExD* mice or *ACTA1-MCM* controls. Thus, each model consistently displays mosaic nuclear DUX4-FL protein expression patterns (Fig. 2) and provides an indication of the relative abundance of DUX4-FL-expressing nuclei in bi-transgenic animals and in response to two different TMX treatments.

In order to quantitate the changes in gene expression for each severity model, qRT-PCR was used to measure overall *DUX4-fl* mRNA levels (Fig. 3a). However, we have previously shown that this assay is a poor measure of *DUX4-fl* transgene expression using *FLExD* mouse models [48], likely due to DUX4-induced cell death, and *DUX4-fl* mRNA is even difficult to detect in muscle biopsies from FSHD-affected subjects [18]. Since DUX4-FL functions as a transcriptional activator in both human and mouse cells [33, 78], expression of DUX4-FL direct target genes has proven to be a more accurate indicator of DUX4-FL expression levels in both species [26, 34, 35, 48]. Therefore, in addition to *DUX4-fl* mRNA, the mRNA levels of two mouse homologs of DUX4-FL direct target genes, *Wfdc3* and *Trim36* [48, 78], were also assayed (Fig. 3b and c). Detectable *DUX4-fl* mRNA levels were extremely low in gastrocnemius muscles from all models (Fig. 3a), consistent with previous studies [48]. Interestingly, there were no significant changes detected in *DUX4-fl* mRNA levels between the mild, moderate, and severe models 9 days after TMX treatments, a time point with prominent differences in DUX4-FL protein expression (Figs. 2 and S5). In contrast, both DUX4-FL target genes assayed showed significant induction in all models compared with the *FLExD/+* mice, indicating the presence of DUX4-FL protein. *Wdfc3* and *Trim36* mRNA levels are each significantly increased in muscles from the moderate and severe models compared with the mild model, and *Trim36* mRNA levels are significantly increased in the severe model compared to the moderate model (Fig. 3b and c). We conclude that the bi-transgenic mice, which show increased DUX4-FL expression correlating with the degree of TMX treatment, resemble FSHD patient muscle biopsies, which show increased expression of known DUX4-FL target genes compared with control biopsies [26].

**Fig. 3:**
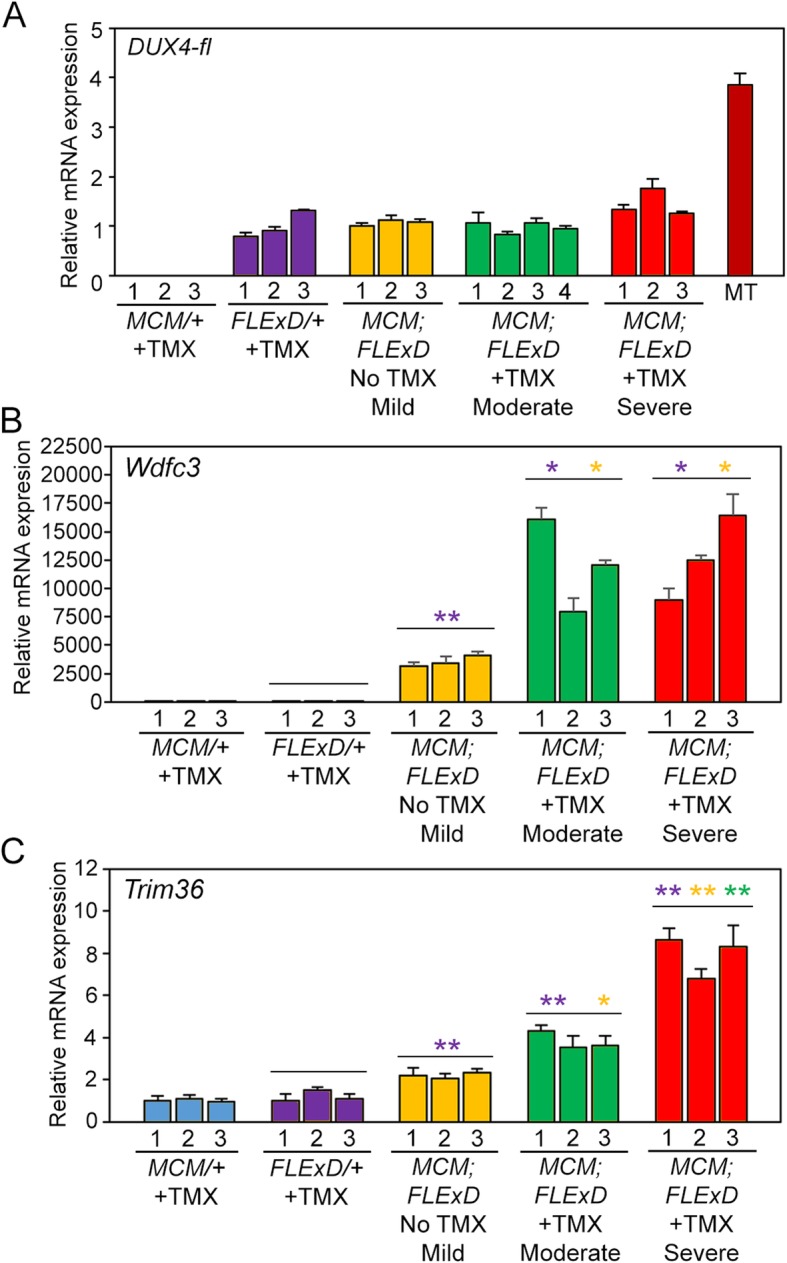
DUX4-FL target genes, but not DUX4-fl mRNA, show TMX dose-dependent increased expression. Gastrocnemius muscles from 13–14-week-old female mice isolated 9 days after TMX administration were assayed for gene expression levels by qRT-PCR. **a** Levels of *DUX4-fl* mRNA are not significantly different between the *FLExD* mice and the three bi-transgenic models. However, mRNA expression of **b***Wdfc3* and **c***Trim36* are increased significantly in all bi-transgenic models compared with *FLExD*. Both *Wdfc3* and *Trim36* are significantly increased by moderate and severe TMX induction compared with no TMX. *Trim36* mRNA levels are significantly increased in the severe compared to moderate models. All expression is normalized to RpL37 expression. MT, equivalent level of cDNA from 17Abic FSHD1 myotubes [18]. Data are mean ± S.D. with significance calculated using Welch’s *t* test, *p < 0.05, **p < 0.01

### Characterization of muscle function for three levels of phenotypic severity

To determine if increases in DUX4-FL protein and target gene expression levels in skeletal muscles correlate with altered muscle function and strength, we performed treadmill exhaustion assays and ex vivo muscle physiology studies. Adult *ACTA1-MCM* control and bi-transgenic mice (mild model) showed size differences between males, with bi-transgenic males being significantly smaller than controls (~ 26 g and ~ 23 g, respectively; Figure S6B and D), while females for both genotypes showed no significant size differences prior to TMX injection (~ 22 g and ~ 21 g, respectively; Figure S6A and C). Therefore, male and female mice were analyzed separately to assess potential sex differences in presentation of the phenotypes. The treadmill analysis protocol consisted of running the mice on a slightly inclined treadmill, slowly increasing the speed until the mice could not run any longer, and measuring the time to fatigue, with a maximum assay time of 20 min. We found these particular conditions (see the “Methods” section) provided highly consistent results and a readily assayable window for these three mouse models. Both male and female *ACTA1-MCM* control mice, injected with the appropriate TMX dose for the group being assayed, showed steady levels of near-maximum treadmill running fitness over the course of the assays (Fig. 4, blue lines). Similarly, treadmill fitness for male and female mild model mice was not significantly different from the *ACTA1-MCM* controls (Fig. 4, green lines). However, moderate and severe model mice were significantly less fit compared with controls (Fig. 4, red lines). Interestingly, both the moderate and severe models showed sex-specific treadmill fitness profiles in which the female mice (Fig. 4a, c) were more severely affected than the male mice (Fig. 4b, d). Moderate female mice showed significant declines in fitness 10 days after TMX induction (MD10), dropping from near-maximum running times to less than 3 min. This decline remained at MD16 before beginning to recover to ~ 4 min running at MD23 and ~ 10 min by MD29. In comparison, all male moderate model mice showed a significant decline starting at MD6 (running ~ 15 min) which progressed more slowly than in females, running for ~ 10 min at MD10 and ~ 5 min at MD14 and MD17 before recovering to ~ 15 min by MD28. Overall, although all moderately affected mice showed significant declines in treadmill fitness over the course of 4 weeks, female mice were more severely affected and recovered more slowly than male mice. For the severe model mice, female mice declined more rapidly than males, although both showed a significant decline in running time before fatigue, decreasing by over 10 min compared with controls by SD5, a point at which the moderate model mice were still unaffected. Female mice could not even begin the assay at SD7, while their male counterparts were slightly less fatigued at SD5 and were able to run a few seconds at SD7. These male mice reached the point of being unable to safely start the assay at SD8. All of these assay points indicated a much more severe phenotype than at any point during the assessment of the moderate model, and these severely affected mice had to be humanely sacrificed by SD10, with general movement in the cage greatly impaired and no signs of recovery. These sex-specific differences make it vitally important to analyze and compare mice of the same sex when performing fitness assays using both of these FSHD-like models.

**Fig. 4:**
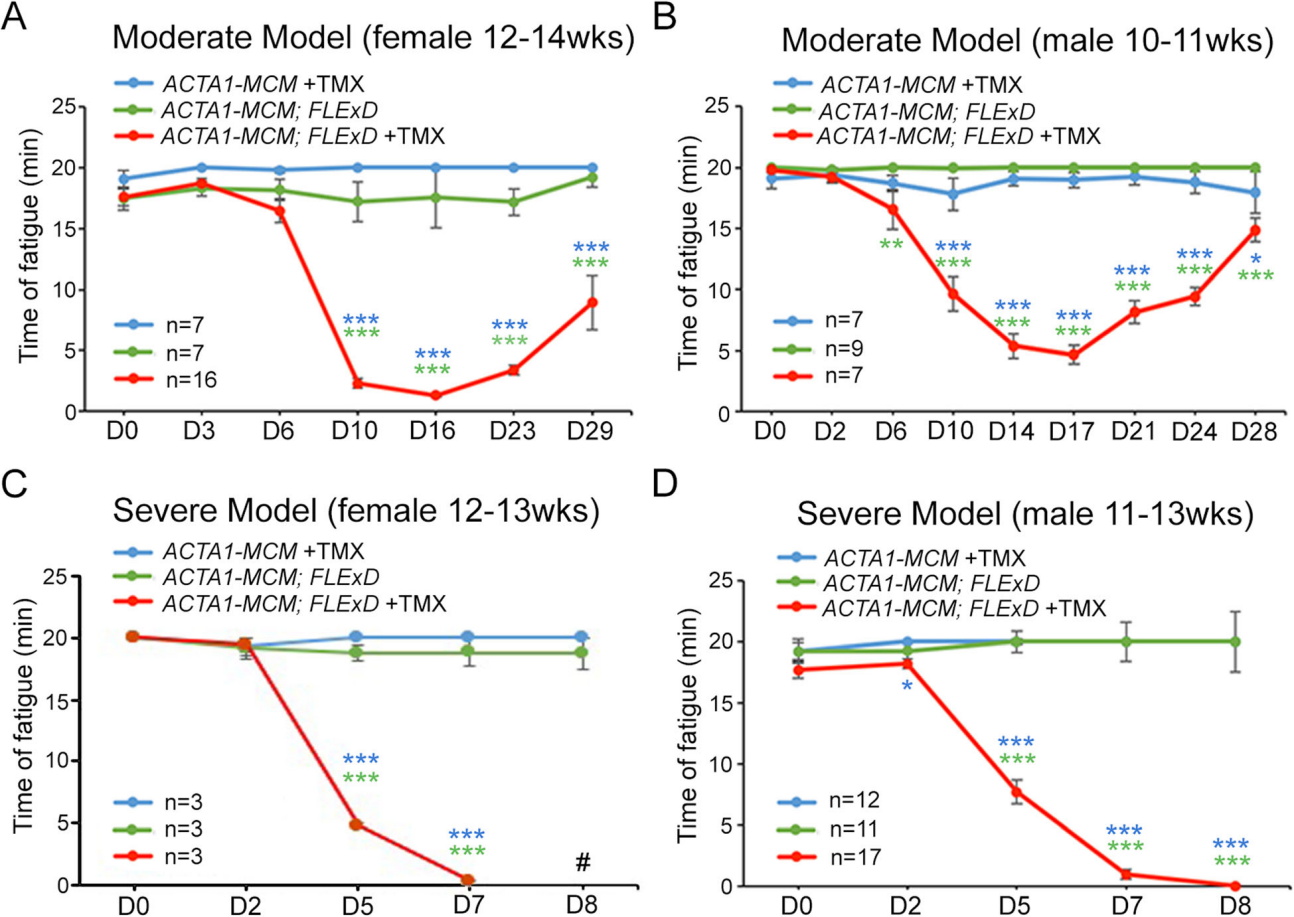
The moderate and severe FSHD-like mouse models show significant decline in treadmill performance. Mild, moderate, and severe FSHD-like mice were assessed for treadmill performance, as described in the methods. **a** The moderately affected female mice (red line) were assayed prior to TMX injection (D0) and 3, 6, 10, 16, 23, and 29 days post-injection (DPI) and compared with age-matched female bi-transgenic mice (green line) and female *ACTA1-MCM* mice similarly injected with TMX (blue line). **b** The moderately affected male mice (red line) were assayed prior to TMX injection (D0) and at 2, 6, 10, 14, 17, 21, 24, and 28 DPI and compared with aged-matched male bi-transgenic mice (green line) and male *ACTA1-MCM* mice similarly injected with TMX (blue line). **c** Severely affected female mice (red line) were assayed prior to TMX injection (D0) and 2, 5, and 7 DPI (# D8, mice were too affected to be assayed) and compared with female bi-transgenic mice (green line) and *ACTA1-MCM* mice similarly injected with TMX (blue line). **d** Severely affected male mice (red line) were assayed prior to TMX injection (D0) and 2, 5, 7, and 8 DPI and compared with age-matched male bi-transgenic mice (green line) and *ACTA1-MCM* mice similarly injected with TMX (blue line). Data are mean ± S.D. with significance, *p < 0.05, **p < 0.01, ***p < .001, calculated between bi-transgenic +TMX and bi-transgenic no TMX (green) or *ACTA1-MCM* +TMX (blue)

Treadmill assays indicated that muscle use and/or function was impaired by induction of *DUX4-fl* expression in the moderate and severe mouse models. Ex vivo muscle contractile studies using the isolated extensor digitorum longus (EDL) were then performed on these mice to assess changes in muscle strength [59, 60, 79] (Figs. 5, S7, and S8). First, EDL muscles isolated from the mild model were compared with age-matched *ACTA1-MCM* mice (control) treated with the appropriate dose of TMX for the respective group isolated at TMX D14 or TMX D10 from the first injection. Interestingly, despite having similar treadmill endurance profiles as controls (Fig. 4), the EDL muscles from female mild model mice consistently showed significantly lower maximum absolute force (Figure S7) and specific force (maximum force normalized by cross sectional area, CSA) compared with *ACTA1-MCM* controls (Fig. 5). Male mild model mice were less affected and only showed a significant strength difference from controls with respect to maximum twitch force and maximum force frequency, and no significant change in specific force measurements (Figure S8A-F). However, both male and female mild models were less responsive to mid to high stimulation frequencies (65–180 Hz) compared with controls (Figs. 5c and S8F). We conclude that chronic, low, mosaic DUX4-FL expression in even a few myofibers reproducibly produced a measurable decrease in isometric contractile strength of muscle that does not appear to affect treadmill fitness. Thus, this data suggests that these mild FSHD-like model mice may present a model of pre-symptomatic FSHD or an early symptomatic mild FSHD.

**Fig. 5:**
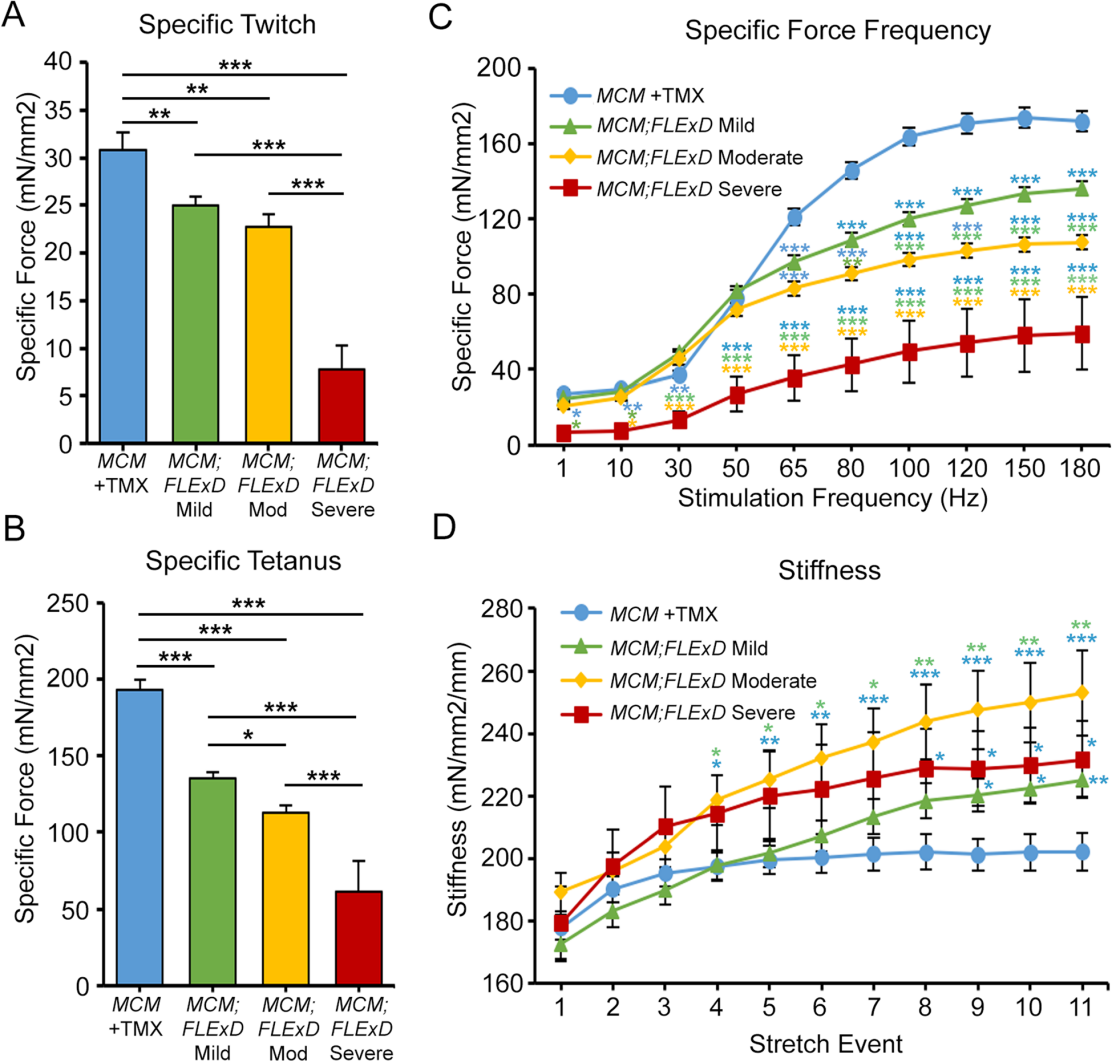
Ex vivo muscle function analysis shows DUX4-induced muscle weakness. EDL muscles from female *ACTA1-MCM/+* with TMX (*MCM*, blue, *n* = 9), mild model (*MCM;FLExD* Mild, green, *n* = 9), moderate model (*MCM;FLExD* Mod, yellow, *n* = 6), and severe model (*MCM;FLExD* Severe, red, *n* = 3) were assayed for maximum twitch, maximum tetanus, and force frequency (Figure S7, not normalize) and then normalized, here, to muscle cross sectional area to provide **a** specific twitch, **b** specific tetanus, and **c** specific force frequency at MD14 and SD10. **d** Muscle stiffness calculated from eccentric contractions analysis showed all three model mice have stiffer muscle than control. Data are mean ± S.D. with significance *p < 0.05, **p < 0.01, ***p < .001. For panel **c**, blue asterisks indicate significance compared with *MCM* +TMX control mice, green asterisks indicate significance compared with mild bi-transgenic mice, and yellow asterisks indicate significance compared with moderate model mice

We similarly assayed the moderate and severe FSHD-like model mice for ex vivo muscle function, both of which showed significant differences in treadmill fitness compared with the *ACTA1-MCM* controls and the mild model mice upon TMX injection (Fig. 4). For the moderate model analysis, female mice were run on the treadmill until exhaustion, as above, prior to TMX injection, and then run twice per week until sacrificed and assayed at MD14, the peak of DUX4-FL protein expression (Fig. 2g and h) and impaired treadmill running (Fig. 4a). The isolated EDL muscles from the moderate model mice were significantly weaker and stiffer compared with the *ACTA1-MCM* controls (Figs. 5 and S6); however, these muscles only showed small, but significant, decreases in specific force measurements and stiffness when compared with the mild model. The DUX4-dependent impairment of muscle function was much more striking in the severe model mice. Male and female mice were run on the treadmill until exhaustion, as before, prior to TMX injection and again at SD2, SD5, and SD7 (female) or SD8 (male), then sacrificed at SD10, the point of maximal fitness decline (Fig. 4c and d). The EDL muscles from both female (Fig. 5) and male (Figure S8) severe model mice showed ~ 3-fold decreases in all specific force measurements, and muscles were significantly stiffer after eccentric stretches when compared with *ACTA1-MCM* controls and mild model mice. In addition, the severe model mice were virtually non-responsive to low-frequency stimuli (< 30 Hz) and were severely impaired across the force frequency assay range (Figs. 5c and S8F). When compared with the moderate model mice, muscles from the severe model were again significantly weaker. Overall, we conclude that murine skeletal muscles can tolerate a very low level of DUX4-FL expression without significant impairment of function; however, increases in DUX4-FL expression eventually lead to muscle weakness and loss of function in a dose-dependent manner.

### Global mRNA expression analysis for moderate and severe FSHD-like mice

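Gastrocnemius muscles of 12 mice, 3 in each of 4 groups, were sequenced as single-end RNA-seq libraries, 1 library per mouse. The control mice carried ACTA1-MCM alone, a transgene whose tamoxifen-inducible Cre recombinase (MerCreMer) is made in skeletal muscle. The FLExD/+ mice carried only the conditional DUX4-fl transgene, which needs Cre recombination to be expressed. The sample labels list no tamoxifen (TMX) for either group. Mice of the moderate and severe models carried both transgenes. They received TMX at 5 mg/kg in 1 injection for the moderate model and at 10 mg/kg in 2 injections for the severe model, and their muscles were taken on day 9, at 13 weeks of age. The paper lists ACTA1-MCM/+ controls given TMX, but does not state whether the sequenced controls were among them. If these had no TMX, comparisons of the models with controls cannot separate DUX4-fl induction from TMX itself. Libraries of the mild model were not analysed here. No replicate number is shared between groups, so the mice were treated as independent and no paired comparison was made.

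The authors mapped the reads with RSEM to a merged mouse transcript annotation on mm10 (GRCm38) and deposited the expected counts of 37748 genes, without normalization. Because RSEM divides a read that maps to several genes, between 31.8% and 36.2% of the values in each library were not whole numbers, and they were rounded for the count models. Total counts ranged from 23796902 to 29136403 per mouse, with a median of 28927242 in the control, 28483037 in the FLExD/+, 28044350 in the moderate and 24301846 in the severe group. At these depths, 3 counts correspond to between 0.0676 and 0.155 CPM (counts scaled to a common library size), which was taken as the lowest level a library can show. Such floors cover counting error only, since PCR duplicates cannot be told apart from independent molecules. The deposited TPM values sum to between 999994 and 1000000 in each library, so no factor between libraries is included in them. Gene positions were taken from GENCODE M21 on GRCm38, in which 95.3% of the gene identifiers and 98.0% of the genes tested had an entry.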

To begin to identify the mechanisms and pathways disrupted by DUX4-fl expression in murine skeletal muscle, RNA-seq analysis was performed on gastrocnemius muscles isolated from control (*ACTA1-MCM/+)*, *FLExD/+* hemizygous, mild, moderate (MD9), and severe (SD9) bi-transgenic FSHD-like model mice (13 weeks old, *n* = 3 each), and analyzed for global mRNA expression levels (Table S1). Genes with significant differential expression (> 1.4-fold) from the *ACTA1-MCM* controls were identified (Table S2). 

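The composition of the libraries differed between the groups. The 20 genes with the largest share in control muscle took between 57.7% and 58.5% of the counts in control mice, between 56.8% and 58.5% in FLExD/+ mice, between 47.3% and 49.3% in the moderate model and between 30.4% and 33.2% in the severe model. Mitochondrial 16S rRNA (mt-Rnr2) alone made up a mean of 22.5% of the counts in controls and 15.7% in the severe model. The TMM scaling factors, which edgeR computes to offset such differences, rose from between 0.706 and 0.724 in controls to between 1.69 and 1.87 in the severe model, with values between 0.708 and 0.760 in FLExD/+ mice and between 1.06 and 1.13 in the moderate model.

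Of the 37748 genes, 16679 passed edgeR's filter on low counts and were tested with its quasi-likelihood F-test, in 1 fit of the 4 groups. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its absolute log2 fold change at least 0.5. This rule, the comparisons, the alternatives other than those marked as chosen later and the rule by which genes are named were set before the data were examined. All changes are relative to the scaling between libraries. After TMM scaling, the median log2 fold change of all tested genes was 0.04 in the moderate and 0.08 in the severe model, and with library size alone it was 0.65 and 1.39. In counts simulated for 12 mice from the gene means of the control and FLExD/+ groups, with changes placed in the moderate group, the same test recovered 165 of 200 changed genes among 14187 tested and made 11 false calls. The simulated changes were balanced in direction, and no shift in library composition was simulated. The simulation therefore does not test the scaling between libraries.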

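Between the single-transgenic FLExD/+ and ACTA1-MCM/+ mice, 0 genes were called higher and 1 gene lower among the 16679 tested. Before adjustment, 638 genes had p under 0.05, against 834 expected by chance. Leaving out 1 mouse moved this number between 461 (without FLExD/+ mouse 1367) and 1174 (without control mouse 1246), each among 17264 genes tested. The values of the 2 groups did not overlap at 8.60% of the genes, where chance gives 10%. Testing with DESeq2 in place of edgeR moved the count of called genes most, to 7.

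The gene called was Esr1 (ENSMUSG00000019768), the estrogen receptor gene on chromosome 10 from 4611593 to 5005614. Its level was 652 ± 206 CPM (SD, n = 3) in ACTA1-MCM/+ mice and 31.7 ± 5.49 CPM (SD, n = 3) in FLExD/+ mice, a log2 fold change of -4.36 (standard error 0.23, adjusted p = 1.2e-06). With only these 2 groups in the fit, the adjusted p was 0.0504, the largest among the alternatives, whose smallest was 6.9e-92. The MerCreMer transgene of the ACTA1-MCM line carries estrogen receptor sequence. Relative to the median gene, the length implied by its count and TPM was between 0.688 and 0.718 in controls and between 2.18 and 2.43 in FLExD/+ mice.

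A pair of further genes that the paper lists in Table S2 was not called. Gm20390 (ENSMUSG00000091228), on chromosome 11 from 93949819 to 93968293 where it overlaps Nme1 and Nme2, had 7.83 ± 0.815 CPM (SD, n = 3) in FLExD/+ mice and 2.62 ± 0.826 CPM in controls. Its log2 fold change was 1.57 (standard error 0.36, adjusted p = 1), and DESeq2 alone among the alternatives fixed beforehand called it, with an adjusted p of 0.0123 in a range of 0.0123 to 1. Chac1 (ENSMUSG00000027313), on chromosome 2 from 119351229 to 119354381, had 19.2 ± 0.782 CPM in FLExD/+ mice and 9.83 ± 3.80 CPM in controls (log2 fold change 0.97, standard error 0.22, adjusted p = 1). For both genes every FLExD/+ mouse lay above every control mouse, for which an exact two-sided permutation test gives p = 0.10, the smallest that 3 mice against 3 allow. The DUX4-FL target Wfdc3 was near the floor in both groups, at 0.211 ± 0.169 CPM in FLExD/+ and 0.228 ± 0.137 CPM in control mice, and a difference was not detectable at this depth (log2 fold change -0.11, standard error 0.87, adjusted p = 1).

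**Figure D1:**
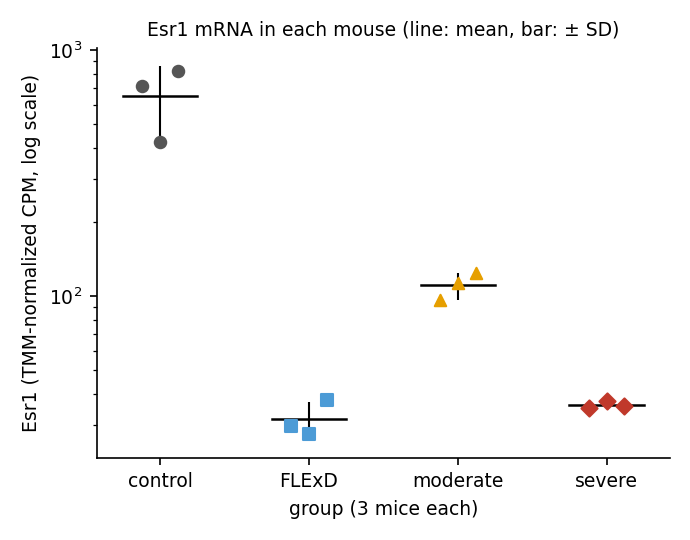
Esr1 in each of the 12 mice, in TMM-normalized CPM on a log scale, by group, with the mean as a line and the SD as a bar. The 3 FLExD/+ mice lie between 27.5 and 37.9 CPM and the 3 controls between 422 and 819 CPM.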

The *ACTA1-MCM/+* and *FLExD/+* single transgenic mice only showed 3 genes differentially expressed (2 upregulated and 1 downregulated) between the mice (Fig. 6a and Table S2), which is consistent with our previous qRT-PCR studies showing no significant differences in expression of *DUX4-fl* or several prominent DUX4-FL targets between these mice [48]. In contrast, the transcriptomes for the mild, moderate, and severe models were significantly different from the *ACTA1-MCM* controls when analyzing genes significantly misregulated > 1.4-fold (Fig. 6b–d and Table S2). 

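Across the 16679 tested genes, log2 CPM correlated between mice of the same group with a mean Pearson's r of 0.984 in controls, 0.987 in the moderate and 0.988 in the severe model. Genes are not independent replicates, so these values describe the libraries and carry no test. Between control and FLExD/+ mice the mean r was 0.985, within the range of the control mice themselves (0.983 to 0.986). It was 0.921 between control and moderate mice (range 0.908 to 0.931) and 0.841 between control and severe mice (range 0.818 to 0.858). The moderate and severe mice correlated with each other at a mean r of 0.949.

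In a principal component analysis of the same values, the first component held 78.7% of the variance and the second 7.74%. Controls and FLExD/+ mice shared 1 end of the first component, at scores between -86.8 and -76.3. The moderate mice followed at 40.7 to 58.1 and the severe mice at 110 to 126. The third component, with 2.70% of the variance, separated mice within the control and FLExD/+ groups and not these groups from each other.

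**Figure D2:**
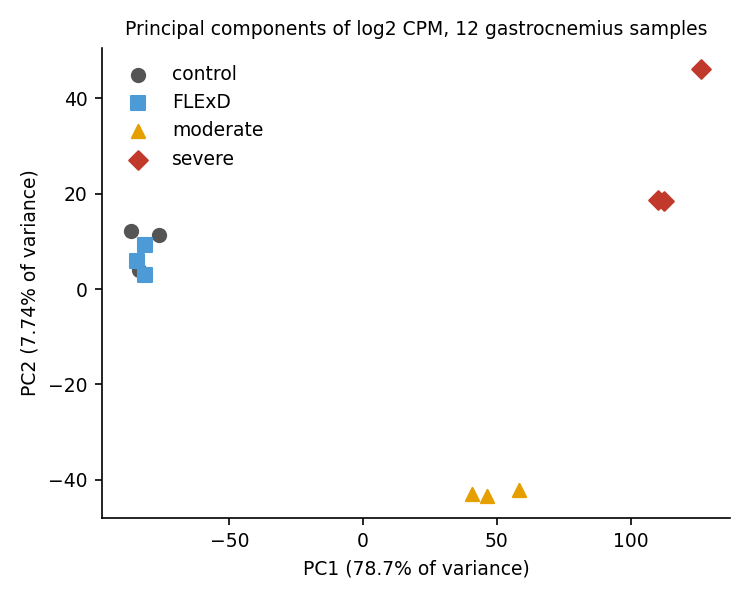
The 12 gastrocnemius samples on the first and second principal components of log2 CPM, which hold 78.7% and 7.74% of the variance, with a colour and symbol per group. Control and FLExD/+ mice lie together at the left, and the moderate and severe mice lie apart from them and from each other.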

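In the moderate model, 4072 genes were called higher and 2830 lower than in controls, which is 41.4% of the genes tested. In the severe model the counts were 5480 higher and 4648 lower, or 60.7%. At a fold threshold of 2-fold or more (log2 fold change of at least 1), 2648 genes were higher and 1172 lower in the moderate model, and 3955 higher and 2928 lower in the severe model. Values of the 2 groups did not overlap at 61.0% of the genes for the moderate and 75.0% for the severe comparison, where chance gives 10%. In number of genes, scaling by library size alone moved the higher counts most, to 8764 in the moderate and 12580 in the severe model, and limma on log2(TPM + 1) the lower counts, to 737 and 987.

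The changes were largely shared. Of the genes called in the moderate model, 3651 of those higher (89.7%) and 2621 of those lower (92.6%) were called in the same direction in the severe model. The log2 fold changes of the 2 models correlated across genes with a Pearson's r of 0.900 and a Spearman's rho of 0.886; both share the same controls, and genes are not independent replicates. Compared directly, 2943 genes were higher and 3139 lower in severe than in moderate mice. This balance depended on the scaling, with 9648 and 823 under library size alone and 8034 and 629 under limma on log2(TPM + 1). The counts of genes higher or lower still were made with TMM only. Among the 4072 genes raised in the moderate model, 1802 were higher still in the severe model and 456 were lower there than in the moderate model. Among the 2830 genes lowered in the moderate model, 1372 were lower still and 63 were higher. Opposite calls against control were made for 22 genes, 18 of them higher in the moderate and lower in the severe model (9 with library size alone). In the paper's Table S2, 1295 higher and 704 lower genes could be read for the moderate model, and 1292 and 704 of these were called here in the same direction, which shows no stability since both come from the same libraries.

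**Figure D3:**
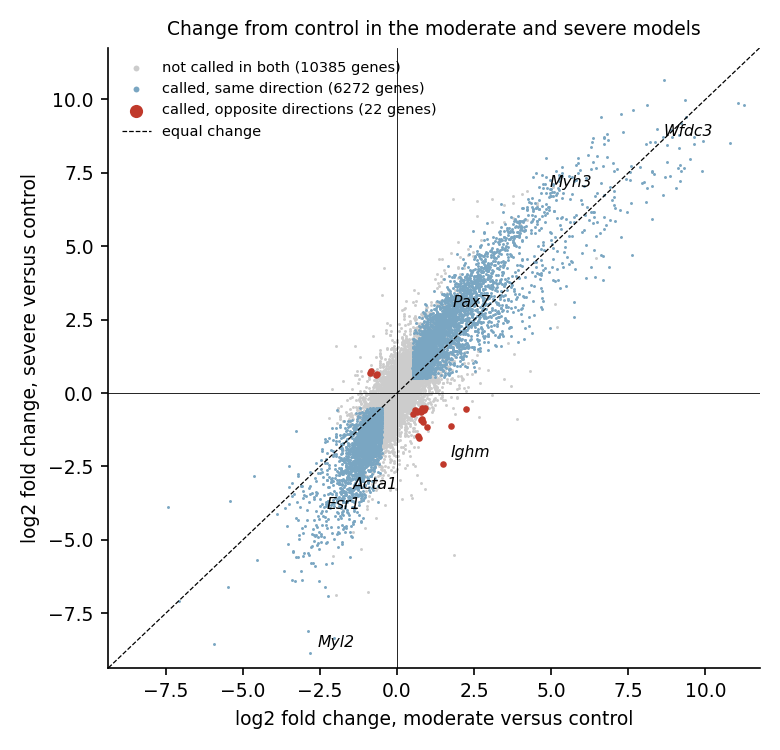
Log2 fold change against control of each of 16679 genes in the moderate (horizontal axis) and severe (vertical axis) models, with the genes called in both comparisons coloured by whether their directions match and a dashed line at equal change. Of the genes called in both, 6272 lie in matching directions and 22 in opposite directions.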

The mild model showed 663 genes differentially upregulated and 192 genes differentially downregulated, the moderate model showed 1295 genes differentially upregulated and 852 genes differentially downregulated, while the severe model showed 2577 genes differentially upregulated and 1962 genes differentially downregulated compared with *ACTA1-MCM* controls. This included known murine DUX4 target genes previously identified from C2C12 cells such as *Wfdc3* [25]. However, when DUX4-induced genes (> 2-fold) from murine skeletal muscle were compared with differential gene expression profiles from human FSHD patient muscle biopsies [26] there was very little overlap, with only 127 upregulated genes and 10 downregulated genes being the same (Table S3). This is actually not surprising since human DUX4 expressed in cultured mouse cells induces a gene set that only partially overlaps with DUX4 expression in cultured human cells [80, 81], and many functional DUX4 binding sites in the human genome are within retroelements that are lacking in or poorly conserved with mice [82].

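Wfdc3 (ENSMUSG00000076434) lies on chromosome 2 from 164731180 to 164745931. It had between 3 and 8 counts in each control mouse and between 2005 and 4790 counts in each mouse of the moderate and severe models. Its level was 76.3 ± 13.4 CPM (SD, n = 3) in the moderate and 87.5 ± 26.7 CPM (SD, n = 3) in the severe model. The log2 fold change from control was 8.35 in the moderate (standard error 0.39, adjusted p = 1.6e-08) and 8.55 in the severe model (standard error 0.39, adjusted p = 2.5e-09). A limma test on log2(TPM + 1) moved the moderate value most, to 6.66, and library size alone the severe value, to 9.83. Between the severe and moderate models Wfdc3 did not differ by more than the spread between mice (log2 fold change 0.20, standard error 0.22, adjusted p = 0.479). That comparison depended on the scaling: library size alone gave 0.88 (adjusted p = 0.0028) and limma on TPM 0.89 (adjusted p = 5.1e-04), in a range of 5.1e-04 to 0.548 over the alternatives. A second gene identifier with the name Wfdc3 had at most 5 counts in any mouse and was not tested. Trim36, the other target that the paper assayed, rose from 0.719 ± 0.132 CPM in controls to 1.56 ± 0.188 CPM in the moderate and 2.32 ± 0.553 CPM in the severe model, with log2 fold changes of 1.11 (standard error 0.26, adjusted p = 0.0024) and 1.69 (standard error 0.25, adjusted p = 2.8e-05).

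Among called genes whose groups did not overlap and whose mean was at least 50 counts in the higher group, the largest fitted log2 fold changes upward were at genes with 0 counts in all control mice, so their folds are lower bounds set by the floor of 3 counts. In the moderate model these were 4921504E06Rik (at least 69.4-fold), Cyp2j12 (at least 60.6-fold), Pth (at least 50.5-fold), Ctsj (at least 27.0-fold) and Klrb1f (at least 26.7-fold). These 5 genes were lower in severe than in moderate mice, with log2 fold changes from -2.32 to -1.20. 4921504E06Rik, for example, fell from 10.8 ± 0.235 CPM to 3.97 ± 1.84 CPM (log2 fold change -1.44, standard error 0.27, adjusted p = 0.0011). In the severe model Melk (at least 45.5-fold, 7.08 ± 0.956 CPM) and Iltifb (at least 28.4-fold) had the largest fitted log2 fold changes upward. Since only lower bounds are known, genes measured above the floor in controls may have risen more. Among the decreases, Pla2g5 changed by -5.48 in the moderate and -6.62 in the severe model on the log2 scale. The largest decrease in the severe model was at Myl2, whose log2 fold change was -8.86 (standard error 1.20, adjusted p = 1.1e-04) and whose level varied widely between the control mice (184 ± 125 CPM).

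**Figure D4:**
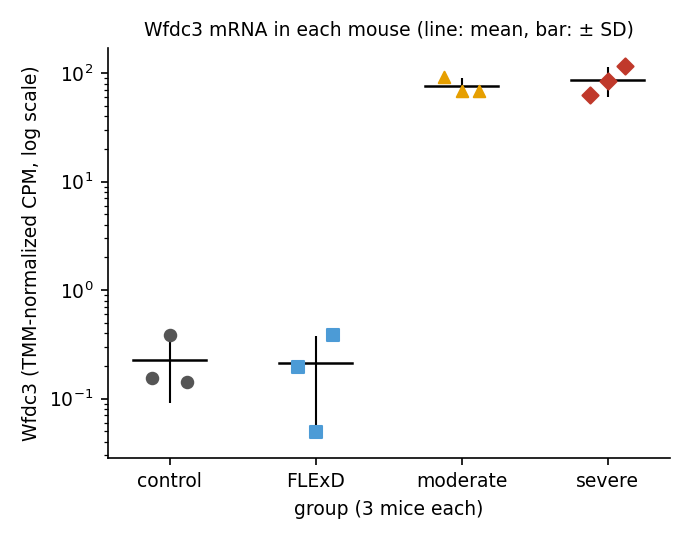
Wfdc3 in each of the 12 mice, in TMM-normalized CPM on a log scale, by group, with the mean as a line and the SD as a bar. All 6 mice of the moderate and severe models lie between 62.6 and 116 CPM, above the controls and FLExD/+ mice, which reach at most 0.386 CPM.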

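The paper's text counts 127 upregulated and 10 downregulated genes shared with patient biopsies. Table S3 as read here lists 7 genes for the moderate and 10 for the severe model, and only these were used. All 7 genes of the moderate list and 9 of the 10 of the severe list passed an adjusted p under 0.05 and a 2-fold change in the listed direction. Adjusted over each list alone, 7 and 9 genes passed; since the lists are the paper's own calls on these libraries, this shows no stability. The gene that did not pass was Fos, with 3.37 ± 0.405 CPM in controls and 8.18 ± 2.29 CPM in the severe model (log2 fold change 1.28, standard error 0.59, adjusted p = 0.0756, or 0.0559 over the list alone). Over the alternatives its adjusted p ranged from 5.9e-04 to 0.111, and all 10 genes passed with library size alone, with DESeq2, with limma on TPM and with only the 2 groups in the fit. Embryonic myosin Myh3 (ENSMUSG00000020908), on chromosome 11 from 67078300 to 67102291, had the largest increase of both lists. It rose from 9.32 ± 2.47 CPM (SD, n = 3) in controls to 239 ± 82.4 CPM in the moderate and 1037 ± 227 CPM in the severe model, log2 fold changes of 4.68 (standard error 0.33, adjusted p = 2.5e-07) and 6.80 (standard error 0.36, adjusted p = 5.9e-09). The genes listed as lower were Pfkfb3, at a log2 fold change of -2.82 in the moderate and -3.44 in the severe model, and in the severe list the hemoglobin genes Hba-a1 and Hba-a2, at -3.02 each. Alas2, an erythroid gene outside the list, was lower as well (log2 fold change -2.41, adjusted p = 5.3e-07). The patient biopsy data with which Table S3 was made were not used here.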

**Fig. 6:**
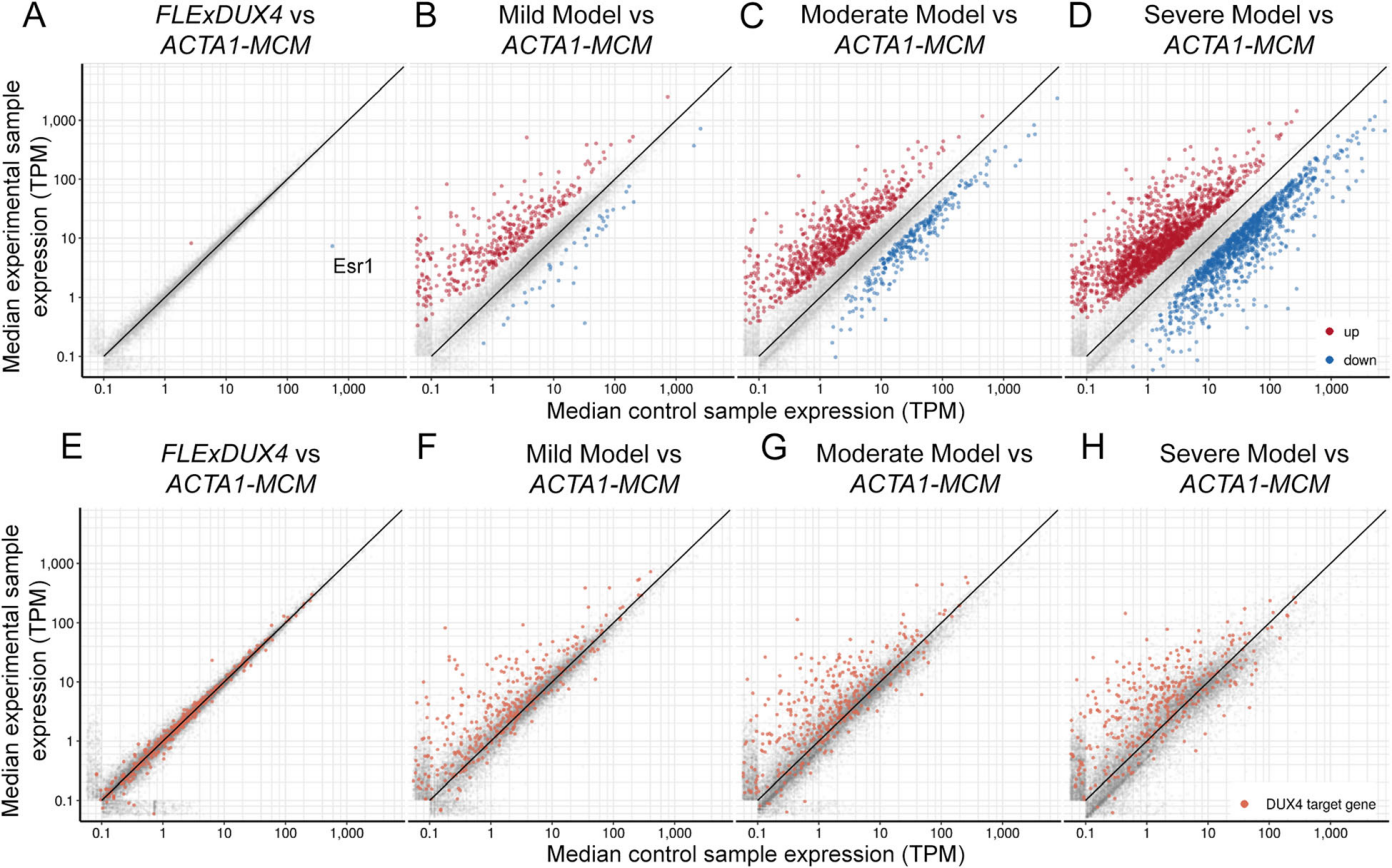
Comparison of gene expression in muscle from FSHD-like models compared with controls. **a**–**d** Scatter plots showing differentially expressed genes in RNA-seq data derived from gastrocnemius muscles isolated from **a***FLExD/+* mice, **b** bi-transgenic mild model mice, **c** bi-transgenic moderate model mice, and **d** bi-transgenic severe model mice (y-axis), each compared with *ACTA1-MCM* control mice (x-axis). Significantly upregulated genes are indicated in red, and downregulated genes are indicated in blue. **e**–**h** Above scatter plots highlighting the DUX4-induced genes similarly induced by DUX4 in C2C12 myoblasts [25]

Recently, an analysis of human FSHD transcriptome data has suggested that PAX7 regulated genes are aberrantly repressed in FSHD [83, 84]. PAX7 expression can suppress DUX4-FL cytotoxicity [85] in vitro and the PAX7 and DUX4-FL homeodomains are functionally interchangeable [40]. However, DUX4 and PAX7 have non-overlapping expression profiles during in vitro myogenesis of FSHD-derived stem cells [86], single-cell RNA-seq show DUX4-negative cells have a PAX7 repression signature [87], and there are no published reports of PAX7/DUX4 double-positive cells being found in FSHD biopsies or cell culture, all suggesting the PAX7-related mis-regulation is likely downstream of DUX4 expression in FSHD. Since PAX7/Pax7 are essentially functionally conserved between human and mouse [88], we analyzed our RNA-seq data similarly [87] for a Pax7 repression RNA signature (Figure S9). However, our analysis revealed that levels of both Pax7 and Pax7-induced genes are in fact upregulated in response to DUX4 levels in the mouse models, which may be indicative of stimulated muscle repair and regeneration.

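Pax7 (ENSMUSG00000028736), a marker of satellite cells, lies on chromosome 4 from 139737062 to 139833528. Its level was 1.77 ± 0.417 CPM (SD, n = 3) in controls, 1.94 ± 0.396 CPM in FLExD/+ mice, 5.13 ± 0.607 CPM in the moderate and 11.7 ± 2.82 CPM in the severe model. The log2 fold change from control was 1.53 in the moderate (standard error 0.22, adjusted p = 5.5e-05) and 2.71 in the severe model (standard error 0.22, adjusted p = 5.4e-08), and between the models it was 1.19 (standard error 0.19, adjusted p = 1.4e-04). Each severe mouse lay above each moderate mouse, and each moderate mouse above each control. Values over the alternatives ranged from 0.66 to 2.13 in the moderate and from 2.07 to 4.03 in the severe model; limma on log2(TPM + 1) gave the lowest value of each and library size alone the highest. The set of genes that Pax7 induces was not analysed here.

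Of 6 satellite cell genes chosen beforehand (Pax7, Myf5, Calcr, Vcam1, Cd34 and Sdc4), 3 were called higher and 0 lower in the moderate model. In the severe model 4 were called higher and Cd34 lower (log2 fold change -0.61, adjusted p = 3.2e-04), a direction that flips to 0.69 with library size alone and to 0.59 with limma on TPM. Calcr was not called in either model (log2 fold changes 0.28 and 0.18). These counts depended on the scaling. With library size alone all 6 genes, Calcr included, were called higher in both models, and with limma on log2(TPM + 1) 5 were. The myogenic regulator Myog rose by a log2 fold change of 3.04 in the moderate and 4.65 in the severe model. Myod1 differed from controls in the severe model (log2 fold change 2.35, standard error 0.23, adjusted p = 9.2e-07). In the moderate model it was not called (0.35, standard error 0.24, adjusted p = 0.246). With library size alone Myod1 was called higher in the moderate model (0.96), as it was with limma on log2(TPM + 1). Severe mice exceeded moderate mice in Myod1 by 2.00 (adjusted p = 1.3e-05).

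**Figure D5:**
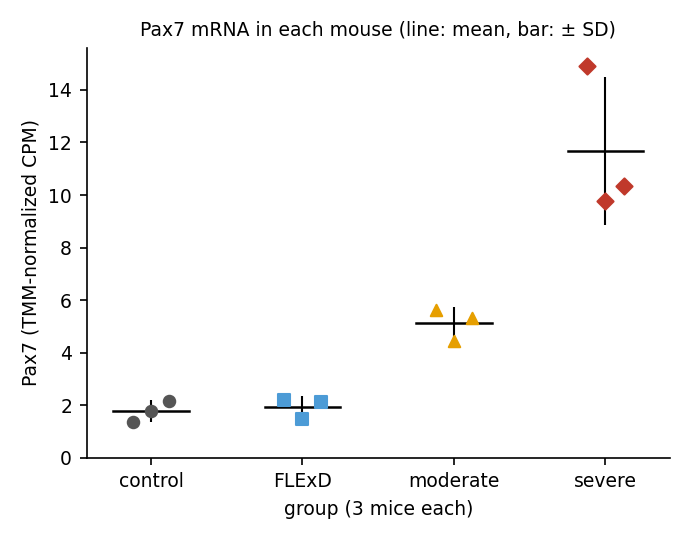
Pax7 in each of the 12 mice, in TMM-normalized CPM, by group, with the mean as a line and the SD as a bar. The 3 moderate mice lie between 4.45 and 5.62 CPM and the 3 severe mice between 9.79 and 14.9 CPM, above the controls, which reach at most 2.18 CPM.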

Despite the low overlap in specific misregulated genes between muscles from FSHD patients and FSHD-like mice, there is some conservation in DUX4-activated pathways in human and mouse [25], and the general DUX4-induced myopathic phenotype appears to be conserved across several species [42, 89–92]. DUX4 is pro-apoptotic and its expression is detrimental to muscle development and differentiation [7, 21, 38, 40, 42–44, 85, 89, 91, 93]. Expression of DUX4 stimulates genes that modulate the immune response [33], and FSHD patient biopsies show expression of immune genes, features of inflammation visualized by MRI, and immune cell infiltration [26, 35, 94–96]. Therefore, we performed gene ontology (GO) enrichment analysis on the differentially expressed genes (> 1.4-fold change, Fig. 7) from the FSHD-like mild, moderate, and severe mouse models focusing on pathways consistent with FSHD (Superterms: Apoptosis, Cell cycle, Immune, and Muscle; Figs. 7 and S10 and Tables 2, S4, and S5). 

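Enrichment was computed here with mouse Reactome sets, since no GO annotation was used. The sets closest to the superterms were Immune System, Cell Cycle, Apoptosis and Muscle contraction. The background was the 5069 tested genes that belong to any Reactome set, 30.4% of the genes tested. Each set was tested with a two-sided Fisher's exact test in each model, for genes called higher in the first 3 sets and lower in the last, and adjusted over these 8 tests.

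In the moderate model, 314 of 754 Immune System genes were called higher (41.6%, against 27.5% of the other genes), an odds ratio of 1.88 (95% confidence interval 1.60 to 2.22, adjusted p = 1.5e-13). Cell Cycle genes were called higher for 166 of 463 (35.9% against 28.9%), an odds ratio of 1.37 (1.12 to 1.68, adjusted p = 0.0031). Of the 58 Muscle contraction genes, 28 were called lower (48.3% against 17.1%), an odds ratio of 4.52 (2.58 to 7.87, adjusted p = 1.5e-07). The genes of these sets did not all move in 1 direction, with 86 Immune System and 51 Cell Cycle genes called lower and 13 Muscle contraction genes called higher. Of all the odds ratios, that of Muscle contraction moved most, to 10.4 when the genes were called by limma on log2(TPM + 1), an alternative chosen after seeing the data.

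In the severe model, 375 Immune System genes were called higher (49.7% against 36.3%), an odds ratio of 1.73 (1.48 to 2.03, adjusted p = 2.3e-11). For Cell Cycle the number was 227 (49.0% against 37.2%), with an odds ratio of 1.62 (1.33 to 1.97, adjusted p = 2.1e-06). For Muscle contraction 32 genes were called lower (55.2% against 27.3%), with an odds ratio of 3.27 (1.88 to 5.74, adjusted p = 1.6e-05). In this model 147 Immune System and 80 Cell Cycle genes were called lower and 14 Muscle contraction genes higher. When the background was matched to the expression of the called genes, the ratio for Muscle contraction was 1.24 and no longer past the threshold (adjusted p = 0.136, in a range of 6.1e-06 to 0.136 over the alternatives fixed beforehand). Genes within a set are not independent of each other, so these tests describe the lists of called genes.

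**Figure D6:**
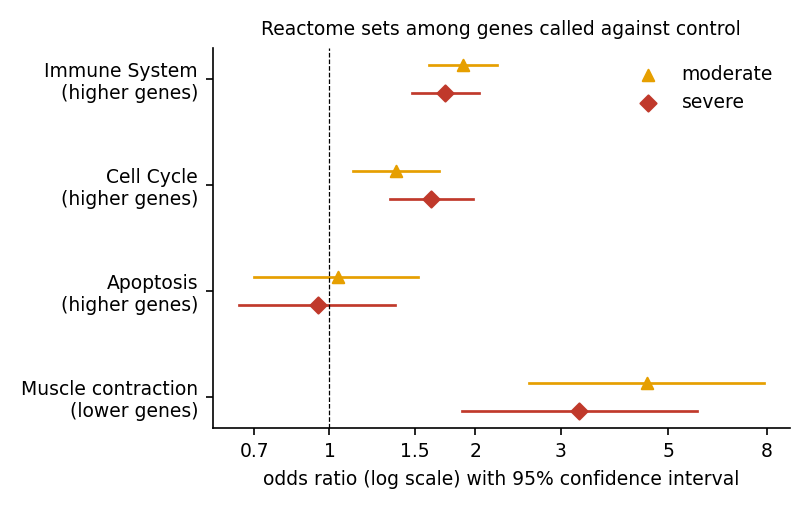
Odds ratio, on a log scale with its 95% confidence interval, of 4 Reactome sets among the genes called against control in the moderate and severe models (higher genes for Immune System, Cell Cycle and Apoptosis, lower genes for Muscle contraction). Intervals of the Apoptosis set include 1, at 0.699 to 1.52 in the moderate and 0.650 to 1.36 in the severe model, and the intervals of the other sets lie above 1.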

A similar GO analysis using RNA-seq performed on C2C12 cells with inducible DUX4-fl expression [25] is shown for comparison and reveals differences between mouse muscle expressing human DUX4-fl and cultured murine cells expressing human DUX4-fl, the most prominent being the inversion of the immune genes group. However, since the DUX4-expressing C2C12 cells express higher levels of DUX4 than any of the mouse models, we also performed the GO analysis at a higher threshold (> 2-fold) for expression changes (Figure S10) for an additional comparison.

**Fig. 7:**
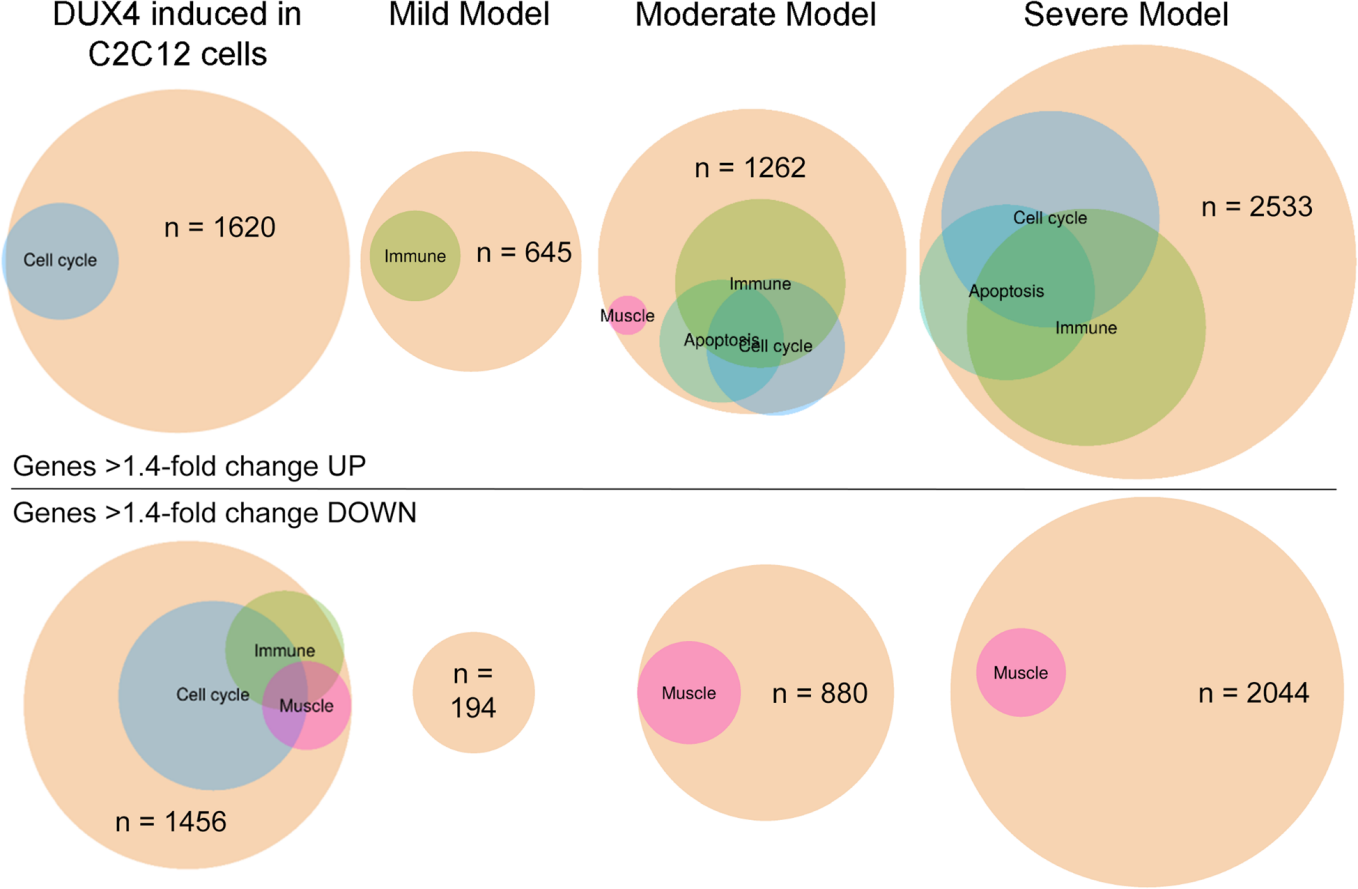
GO enrichment analysis of differentially expressed genes in FSHD-like severity model mice. GO enrichment analysis for DUX4-induced genes identified in (left to right) C2C12 cells [25], mild FSHD-like mice, moderate FSHD-like model mice, and severe FSHD-like model mice. The size of the beige-colored circles indicates the total number of differentially expressed genes (> 1.4-fold), colored circles indicate the proportion of genes from significantly enriched GO terms, that are in turn offspring of GO superterms (see the “Methods” section and Table S4) relating to *mus*. Upregulated genes are represented in the top half and downregulated genes are represented in the lower half. The number of genes in each grouping is indicated (n)

**Table 2:** GO superterms enriched in FSHD-like models

Comparison	Status	GO superterm	% of genes associated^a^
iDUX4 Dox vs vehicle	Up	Apoptosis	16.42
iDUX4 Dox vs vehicle	Up	Cell cycle	12.55
iDUX4 Dox vs vehicle	Up	Immune	0.53
iDUX4 Dox vs vehicle	Down	Cell cycle	39.25
iDUX4 Dox vs vehicle	Down	Immune	7.07
iDUX4 Dox vs vehicle	Down	Muscle	4.99
Moderate model vs MCM	Up	Immune	30.06
Moderate model vs MCM	Up	Cell cycle	24.91
Moderate model vs MCM	Up	Apoptosis	10.29
Moderate model vs MCM	Down	Muscle	8.23
Severe model vs MCM	Up	Immune	31.05
Severe model vs MCM	Up	Cell cycle	26.43
Severe model vs MCM	Up	Apoptosis	16.95
Severe model vs MCM	Up	Muscle	0.70
Severe model vs MCM	Down	Muscle	14.84

Superterms listed in Table S4

^a^Genes enriched for each comparison are listed in Table S5

DUX4-FL expression has been shown to inhibit nonsense-mediated decay, resulting in accumulation of mRNAs that would be typical substrates for NMD [37]. Therefore, we analyzed the RNA-seq data for aberrant alternative splicing events resulting in skipped exons (SE) or retained introns (RI) using MISO [63]. MISO identifies alternative splicing events based on predefined splicing events, taking advantage of existing knowledge and therefore is more accurate in characterizing alternative splicing events in RNA-seq data. The MISO analysis of the RNA-seq data revealed that the moderate and severe disease models had significant increases in SE and RI events and that the severe model had significantly more SE and RI events than the moderate model (Tables 3 and S6). This data supports that increased DUX4-fl expression and increased disease severity is correlated with increased SE and RI, which suggests a decrease in RNA quality control.

**Table 3:** Alternative splicing analysis

Phenotype	Mouse ID*	#SE	#RI
*ACTA1-MCM/+*	MCM-1127	9619	1905
	MCM-1246	9775	1934
	MCM-1349	9890	1940
		9761 ± 95	1926 ± 14
*FLExD/+*	FLExD-1358	9704	1910
	FLExD-1367	9745	1913
	FLExD-1378	9828	1934
		9759 ± 46	1919 ± 10
		*p* = 0.489896	*p* = 0.30383
Moderate model	dTGM-1236	10,987	2278
	dTGM-1308	10,917	2261
	dTGM-1331	10,940	2255
		10,948 ± 26	2265 ± 9
		*p* = 0.000064	*p* < 0.00001
Severe model	dTGS-1047	11,691	2505
	dTGS-1066	11,658	2456
	dTGS-1079	11,560	2466
		11,636 ± 51	2476 ± 20
		*p* = 0.000014	*p* < 0.00001

*p* values calculated compared with *ACTA1-MCM/+*

*Mouse ID correlates with RNA-seq data in Table S1

### Histological analysis of FSHD-like model mice

The three severity levels of myopathic mouse phenotypes (Table 1) were analyzed for FSHD-like DUX4-dependent histopathology [30, 35, 97]. The initial analysis of the mouse models showed different, muscle-specific levels of transgene recombination in all three bi-transgenic severity models (Fig. 1). Therefore, cryosections for histological analysis were generated from multiple muscles, including TA, gastrocnemius, soleus, quadriceps, and heart, for all three models. These muscle sections were then analyzed by hematoxylin and eosin (H&E) staining to assess fiber morphology, number, and centralized nuclei (Figs, 8, 9, and 10 and S11 and S12), embryonic myosin heavy chain (eMyHC/Myh3) IF and myostatin expression to assess muscle fiber regeneration (Figs. 11, S13, and S14), TUNEL assay to assess apoptosis (Figs. 12, 13, and S15), and picrosirius red (SR) staining to assess fibrosis (Figs. 14, S16, and S17). The previously described time-courses of treadmill exhaustion running were performed using female mice for the moderate model, with mice sacrificed for histology at MD3, MD6, MD14, and MD28 (Fig. 8), and using male mice for the severe model, with mice sacrificed at SD3, SD6, and SD9 (Fig. 9). Sex and age-matched *ACTA1-MCM* mice injected with appropriate levels of TMX for the model were used as controls, and the mild bi-transgenic (No TMX) model mice were assayed for comparison (D0).

**Fig. 8:**
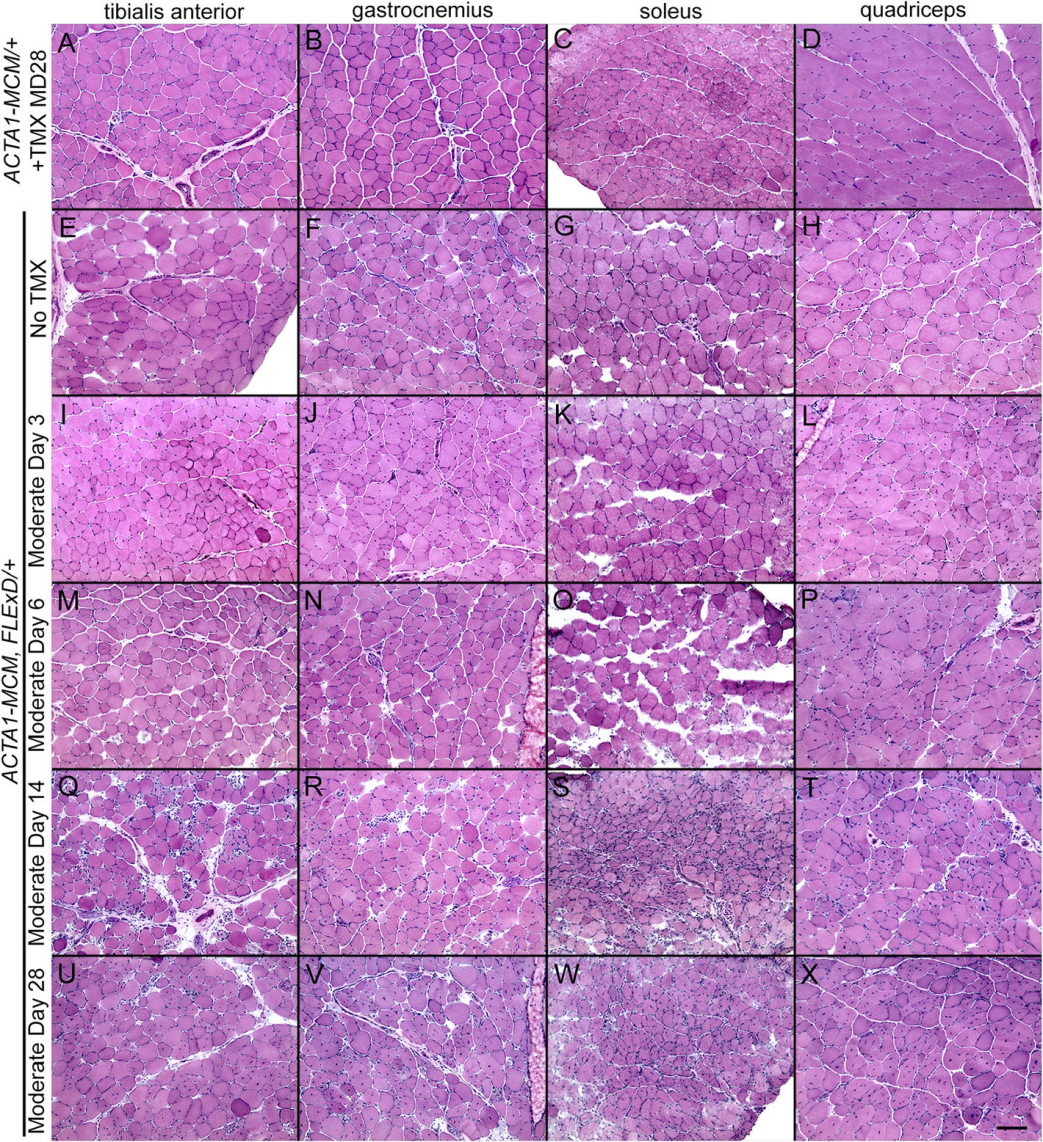
Skeletal muscles from the mild and moderately affected FSHD-like mouse models show signs of dystrophic histopathology. Representative cryosections of tibialis anterior, gastrocnemius, soleus, and quadriceps of indicated transgenic animals were analyzed with H&E staining. Female (**a**–**d**) *ACTA1-MCM* mice treated with 1× 5 mg/kg TMX, (**e**–**h**) mild model bi-transgenic mice without TMX, and (**i**–**x**) moderate model bi-transgenic mice treated 1× with 5 mg/kg TMX. The TMX-injected *ACTA1-MCM* control mice were assayed at MD28. The TMX-injected bi-transgenic mice were assayed at (**i**–**l**) MD3, (**m**–**p**) MD6, (**q**–**t**) MD14, and (**u**–**x**) MD 28. All mice had performed the treadmill exhaustion analysis, as described, 2× per week starting the week prior to TMX injection. Scale bar = 100 μm

**Fig. 9:**
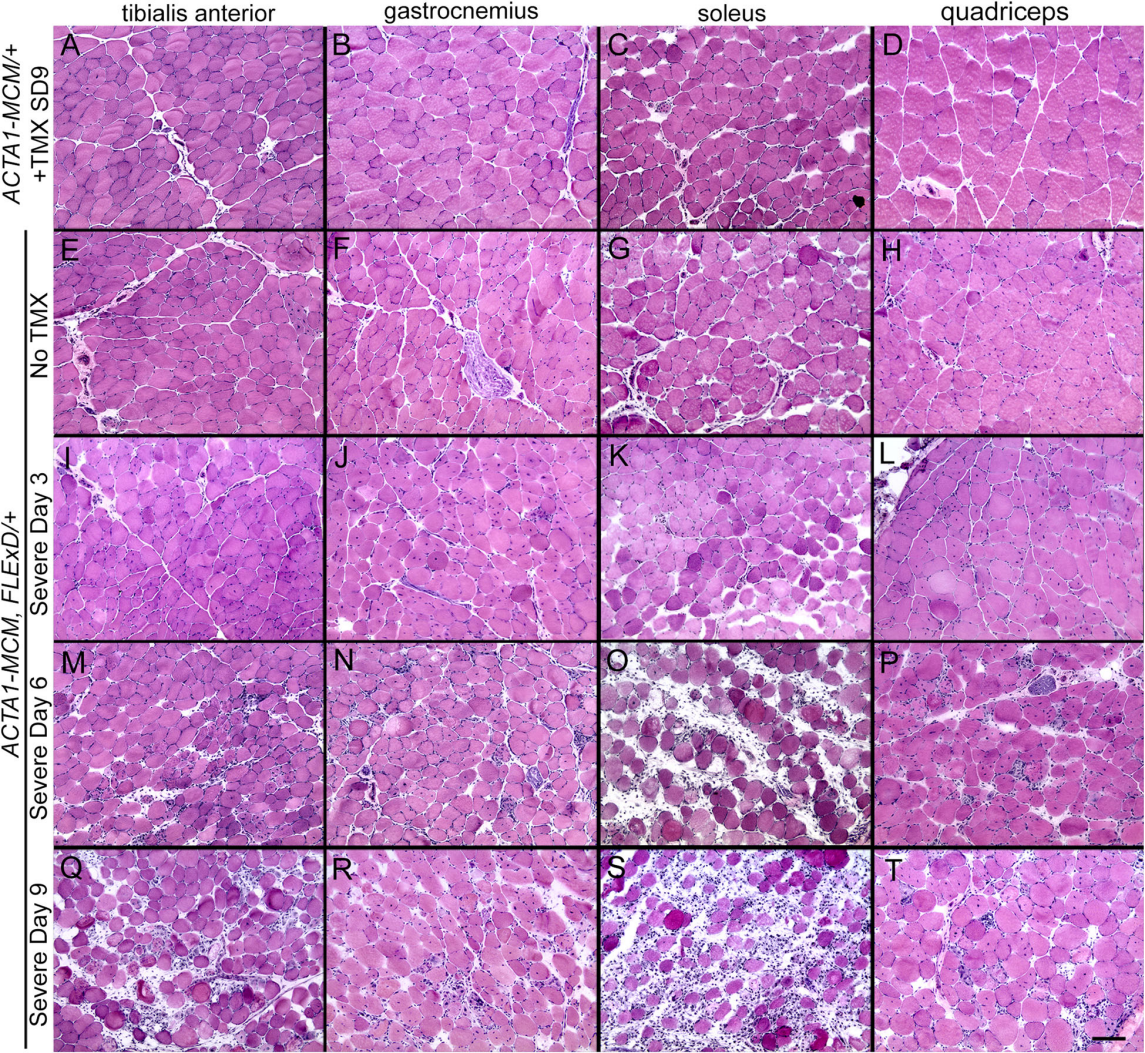
Skeletal muscle from the severely affected FSHD-like mice shows signs of a severe myopathy. Representative cryosections of tibialis anterior, gastrocnemius, soleus, and quadriceps from indicated transgenic animals were analyzed with H&E staining. **a**–**d***ACTA1-MCM* mice treated with 2× 10 mg/kg TMX, **e**–**h** mild model bi-transgenic mice without TMX, and (**i**–**t**) severe model bi-transgenic mice treated 2× with 10 mg/kg TMX. The TMX-injected controls were assayed at SD9. The TMX-injected bi-transgenic mice were assayed at (**i**–**l**) SD3, (**m**–**p**) SD6, and (**q**–**t**) SD9. All mice had performed the treadmill exhaustion analysis, as described, 1 week prior to TMX injection, then 2, 5, and 7 DPI. Scale bar = 100 μm

Analysis of the H&E histology indicated that for the mild model muscles (Fig. 8 e–h and Fig. 9 e–h), very low mosaic DUX4-fl expression leads to minor changes in histology, the most notable being increased percentage of myofibers containing centralized nuclei compared with *ACTA1-MCM* control muscles (3–10% vs < 1%, respectively; Fig. 10). Interestingly, there are anatomical muscle-specific effects that correlate with the level of transgene recombination. The soleus muscles, which have the lowest levels of leaky transgene recombination in muscle assayed for the mild model, have ~ 3% myofibers with central nuclei, while the TA muscles, which have a higher recombination rate and thus more DUX4-FL-expressing nuclei (Fig. 1b), have ~ 10% myofibers with central nuclei (Fig. 10), suggesting that DUX4-FL expression is driving the formation of fibers with central nuclei.

**Fig. 10:**
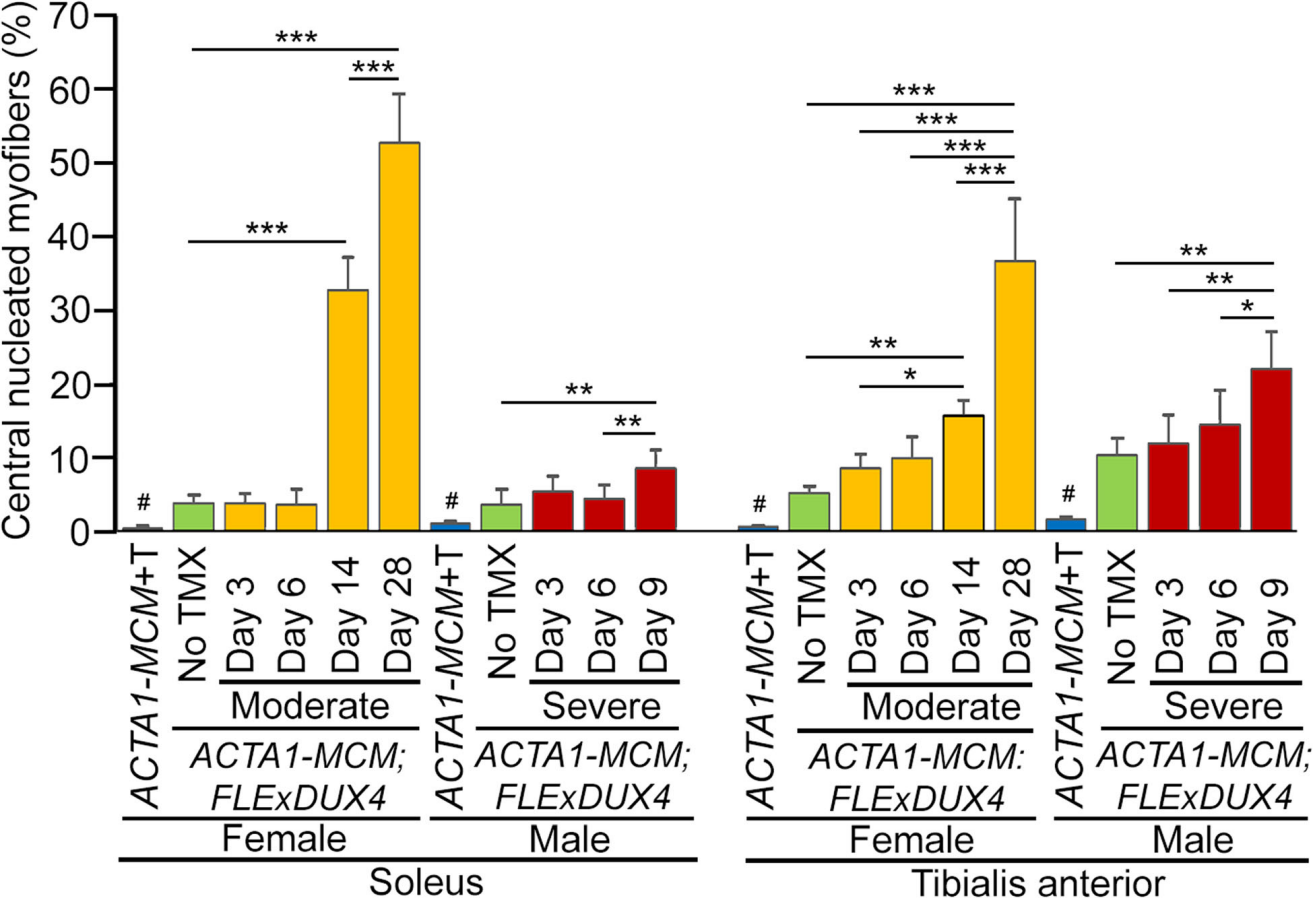
Skeletal muscles from FSHD-like mouse models develop centralized nuclei. Soleus and TA muscle histological sections from control *ACTA1-MCM* (blue) and mild (green), moderate (yellow), and severe (red) FSHD-like model mice that had undergone treadmill exhaustion analysis 2× per week (see Figs. 7 and 8), were stained with H&E and counted for myofibers with centralized nuclear. Muscles were assayed at the indicated time points for each model. The *ACTA1-MCM* +TMX controls were assayed at MD28 and SD9, as appropriate. Data is plotted as percent of myofibers with centralized nuclei. Data are mean ± S.D. with significance calculated by one-way ANOVA using Prism 7. *p < .05, **p < .01, ***p < .001, ^#^*p* < .001 for *ACTA1-MCM* compared with all other samples in the group.

In contrast to the mild model, the histology from the moderate (Fig. 8i–x) and severe (Fig. 9 i– Fig. 10 t, and S11) model mice showed greater effects of DUX4-fl expression, including variability in skeletal muscle fiber size, round and triangular fiber shapes, few fiber numbers, significant increases in the percentage of fibers with centralized nuclei, an influx of mononuclear cells, and ultimately an apparent decrease in structural integrity of the muscle. This histopathology accumulated over time and correlated with loss of muscle function. For example, in the moderate model histology, the few mononuclear cells that have infiltrated by MD6 dramatically increase by MD14. Similarly, the percentage of fibers with centralized nuclei jumps significantly between MD6 (4%, 10%) and MD14 (20%, 35%) and MD28 (38%, 52%) in both the soleus and TA, respectively (Fig. 10). The severe model has a similar percentage of myofibers with centralized nuclei at SD6; however, there is an increase by SD9 showing ~ 10% in the soleus and ~ 20% in the TA. Importantly, as seen in the mild model, these models showed anatomical muscle-specific differences in histopathogenic features, correlating with muscle-specific levels of transgene recombination (Fig. 1b), consistent with DUX4-FL expression leading to an atrophic phenotype [38]. For example, the soleus muscle, which shows the highest level of TMX-responsive transgene recombination, also appears to have the greatest degree of histopathology for each model, including mononuclear cell infiltration, disrupted muscle integrity (Fig. 8 k, o, s and Fig. 9 O, S), and fewer fibers per cross section albeit with a higher percentage of centralized nuclei (Fig. 10). The quadriceps showed the lowest level of transgene recombination and similarly showed the least amount of histopathology for the analyzed skeletal muscles. The heart, which showed no transgene recombination or expression, did not show any pathology even in the severe model (Figure S12). Overall, the skeletal muscle histopathology in these models was progressive and the increased severity reflected increased DUX4-FL expression levels. This further supports that the extent of pathophysiology in these mouse models correlates with the level of transgene recombination (Fig. 1b) and DUX4-fl expression (Figs. 2 and 3).

The centrally positioned nuclei in myofibers are a common feature of many myopathies, including FSHD [97], and are considered a sign of repair and regeneration of the myofiber [98]. Interestingly, all three severity models of FSHD-like mice show increased centralized nuclei, especially following DUX4-FL induction (Fig. 10). Therefore, we analyzed muscles from these models for expression of eMyHC protein (Figs. 11 and S12), a marker for newly regenerating myofibers and dystrophic muscle [99], and expression of *Myostatin (Mstn)/Gdf-8* (Figure S13), a negative regulator of muscle growth and remodeling in adult muscle [100]. Adult mouse skeletal muscles have very few myofibers that express the eMyHC isoform under normal healthy conditions [101]. However, regenerating myofibers re-express many developmental isoforms of muscle proteins, including eMyHC, which can be detected within 3 days of injury and whose expression can persist for up to 3 weeks [102–104]. Therefore, a time course study of eMyHC expression after DUX4-fl induction was performed on TA muscles (Fig. 11). As expected, the *ACTA1-MCM* controls showed no detectable expression of eMyHC in response to TMX (Figs. 11a–c and S12). Interestingly, the mild model mice, which have chronic low mosaic expression of DUX4-FL, similarly showed no detectable expression of eMyHC (Figs. 11K, L, S, T and S12), indicating that myofibers with centralized nuclei in the mild model are remnants of an old regeneration event. In contrast, both the moderate model (Figs. 11E–J and S12) and severe model (Figs. 11M–R and S12) showed high levels of eMyHC, peaking at MD14 and SD9, respectively, thus confirming that the spike of DUX4-FL expression at these moderate and severe levels activates the skeletal muscle regeneration program. In contrast to the increased eMyHC levels, expression of *Mstn* mRNA decreased in TA muscles as DUX4 levels and severity of pathology increased (Figure S13), which similarly would correlate with the induction of muscle regeneration. Together, these results show increased DUX4 expression leads to the muscle remodeling and regeneration.

**Fig. 11:**
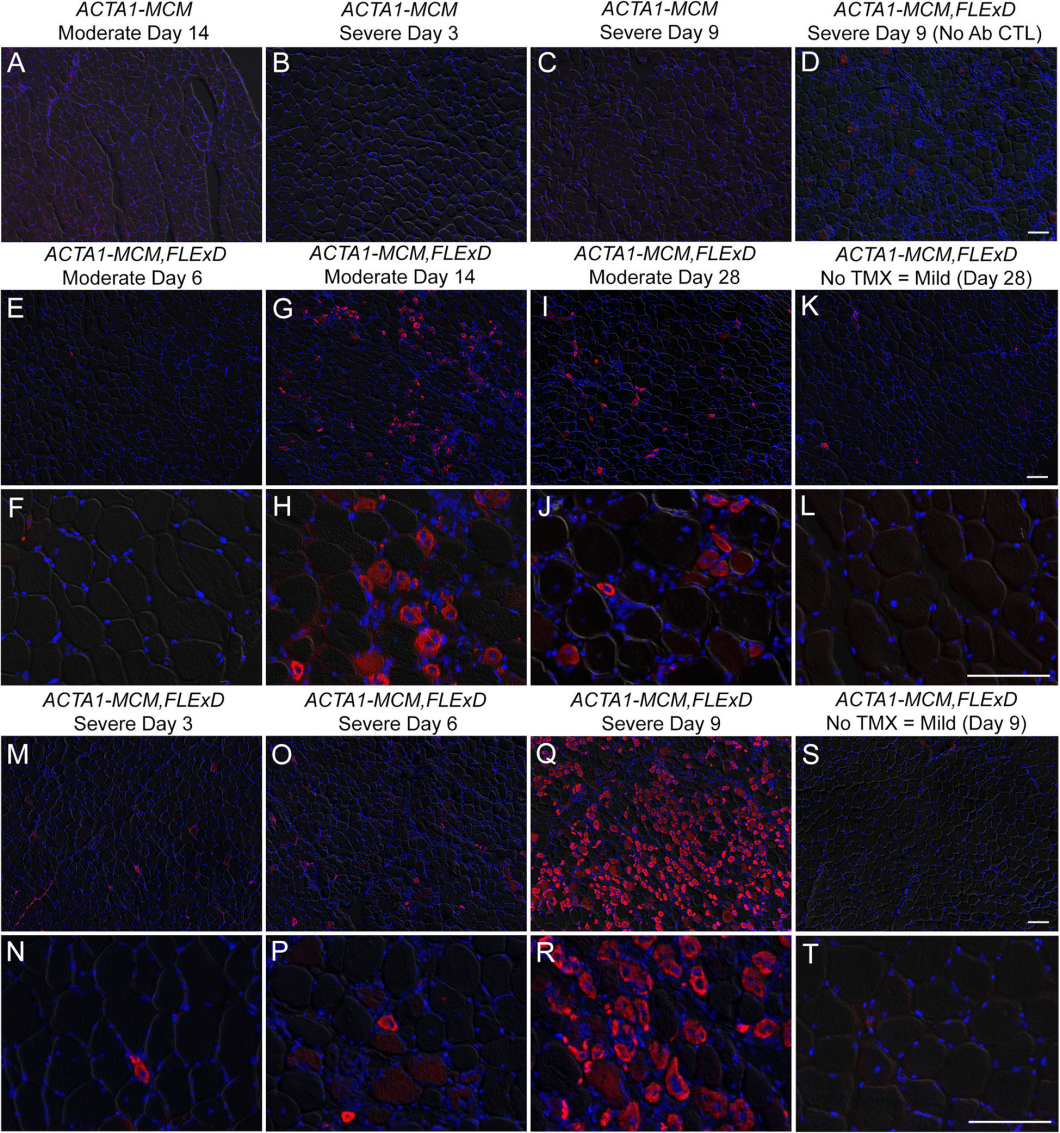
Induced DUX4-fl expression causes regeneration of muscle fibers marked with eMyHC expression. Histological cross sections from TA muscles were dissected from mild, moderate, and severe FSHD-like model mice that had undergone treadmill exhaustion analysis 2× per week (see Figs. 7 and 8). Age-matched female control mice were used for the moderate model analysis and male control mice for the severe model analysis. Muscles were assayed from *ACTA1-MCM* TMX controls at **a** MD14, **b** SD3, and **c** SD9. Representative images of mild model (**k**, **l**, **s**, **t**), female moderate model (**e**–**i** and magnified images **f**–**j**), and male severe model (**m**–**q** and magnified images **n**–**r**) at indicated time point. Quantitative analysis of data is shown in Figure S12. Scale bars = 100 μm

The activation of muscle fiber regeneration after induction of DUX4-FL expression suggests that DUX4-FL is causing muscle damage. The GO analysis of differentially induced genes showed that muscles from the moderate and severe models are enriched for genes in apoptotic pathways (Fig. 7, Table 2). 

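The Reactome set Apoptosis held 135 tested genes. In the moderate model 41 of them were called higher (30.4%, against 29.6% of the other genes of the background), an odds ratio of 1.04 (95% confidence interval 0.699 to 1.52, adjusted p = 0.849 in the Fisher's exact test). In the severe model 50 were called higher (37.0% against 38.3%), with an odds ratio of 0.946 (0.650 to 1.36, adjusted p = 0.849). Its genes called lower numbered 14 in the moderate and 31 in the severe model. Of the 41 genes higher in the moderate model, 38 were also called higher in the severe model. Against all genes tested, the odds ratio was 1.35 in the moderate (adjusted p = 0.123) and 1.20 in the severe model (adjusted p = 0.312), and none of the alternatives fixed beforehand brought an adjusted p for this set under 0.05, the range being 0.123 to 0.878, and 0.280 to 1 with a mouse left out. The result depended on the scaling, which was varied after seeing the data: with genes called by limma on log2(TPM + 1) the odds ratio was 1.57 in the moderate (adjusted p = 0.012) and 1.77 in the severe model (adjusted p = 0.0088), and with library size alone it was 1.11 (adjusted p = 0.596) and 1.53 (adjusted p = 0.0875).

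Pmaip1, which encodes the pro-apoptotic protein Noxa, was among the genes that rose most between the moderate and the severe model. On chromosome 18 from 66458533 to 66465565, it had at most 1 count in each control mouse, 0.273 ± 0.0278 CPM (SD, n = 3) in the moderate and 2.06 ± 0.636 CPM (SD, n = 3) in the severe model. It was at least 13.2-fold higher in severe mice than in controls, and the log2 fold change between the models was 2.89 (standard error 0.35, adjusted p = 1.7e-05). Cdkn1a, a target of p53, rose by a log2 fold change of 2.60 in the moderate (standard error 0.25, adjusted p = 1.3e-06) and 3.12 in the severe model (standard error 0.25, adjusted p = 6.3e-08).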

As mentioned, DUX4-FL is a pro-apoptotic protein, its expression is highly toxic to muscle cells in culture [7, 21, 44, 105], and an increased apoptosis rate compared is a feature of FSHD muscle [106]. To assess apoptosis in the three FSHD-like severity models, TUNEL assays were performed on TA muscles across the prior DUX4-FL induction time-courses in both the moderate and severe models as well as age-matched mild (No TMX) mice (Figs. 12 and 13, respectively and Figure S14). In the moderate model, TUNEL-positive nuclei appeared by MD6, were prevalent at MD14, and were nearly absent by MD28 (Fig. 12a–c). Similarly, the severe model showed TUNEL-positive nuclei by SD6, with a 2-fold increase by SD9 (Fig. 13a–c). Interestingly, muscles from the mild model showed no indication of apoptosis and were similar to muscles from *ACTA1-MCM* controls (Fig. 13, compare panels D and L). Thus, the moderate and severe models show dose-dependent DUX4-FL-induced apoptosis following a similar time course as muscle weakness and decreased function and correlating with the activation of muscle regeneration.

**Fig. 12:**
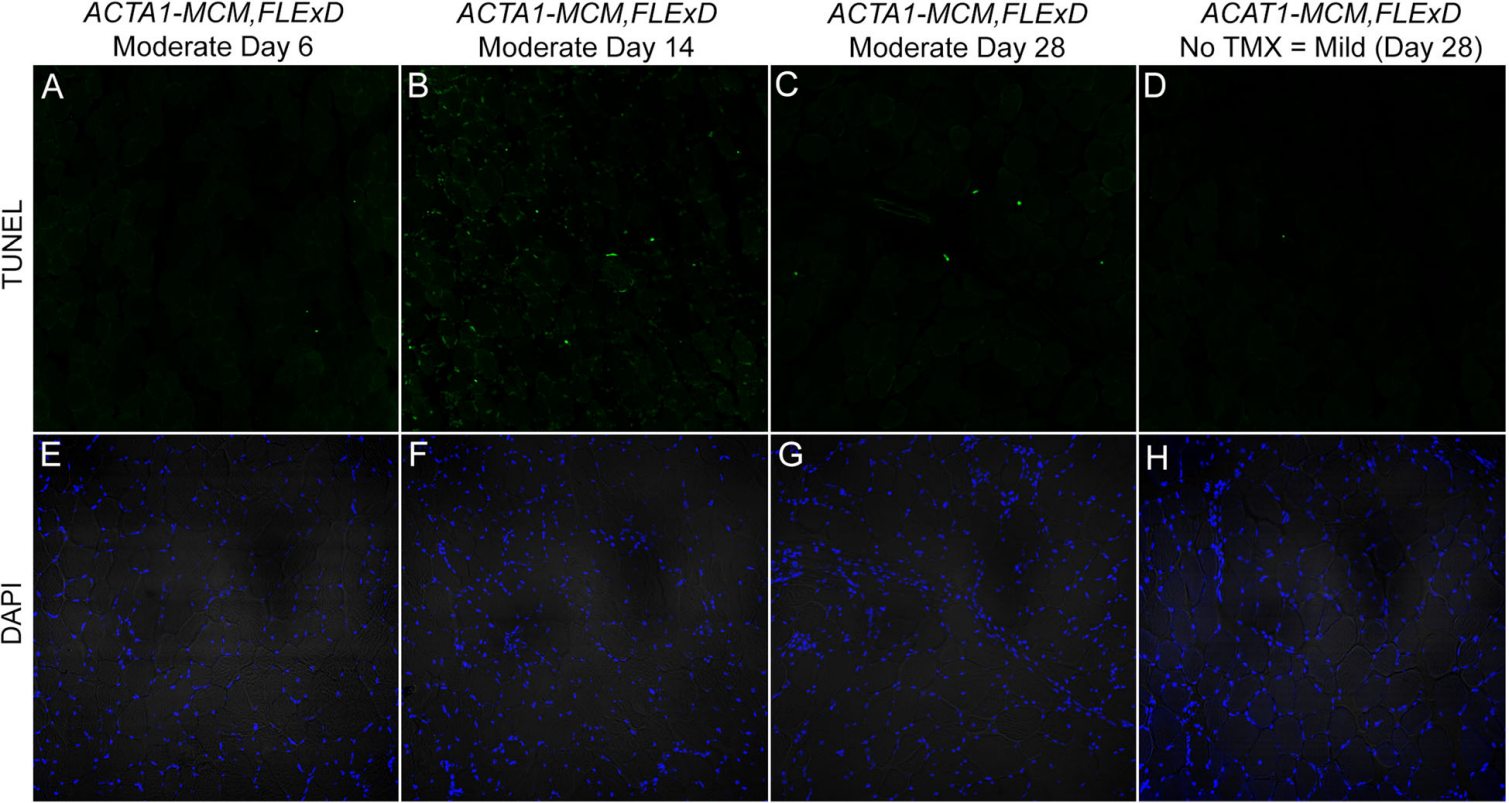
Muscles from the moderate FHSD-like model mice undergo apoptosis in response to induced DUX4-fl expression. TA muscles from female moderate model mice that had undergone treadmill exhaustion analysis 2× per week (see Fig. 8) were assayed at MD6 (**a**, **e**), MD14 (**b**, **f**), and MD28 (**c**, **g**) or at MD28 for matched mild model mice (**d**, **h**). Green signal in the TUNEL assay (**a**–**d**) indicates nuclei undergoing apoptosis, compared with DAPI staining (**e**–**h**) showing all nuclei in the same histological sections. Scale bar = 200 μm. Quantitative analysis of data is shown in Figure S14

**Fig. 13:**
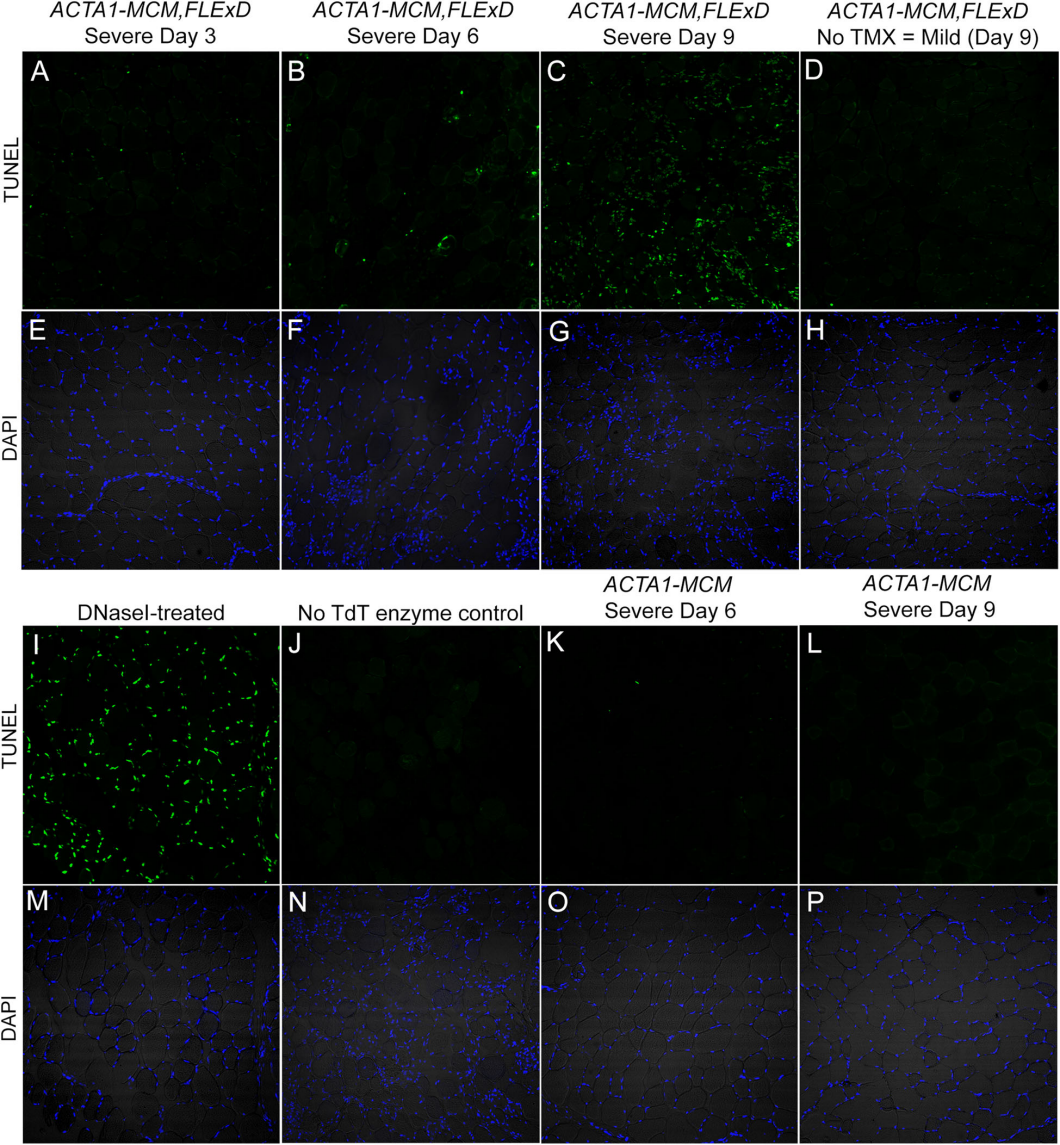
Muscles from the severe FSHD-like model mice start to undergo apoptosis within 6 days of induced DUX4-fl expression. TA muscles from male severe model mice that had undergone treadmill exhaustion analysis (see Fig. 9) were assayed at SD3 (**a**, **e**), SD6 (**b**, **f**), and SD9 (**c**, **g**). *ACTA1-MCM* (**k**, **l**, **o**, **p**) and mild FSHD-like model mice (D, H) were analyzed at indicated time point. Green signal in the TUNEL assay (**a**–**d**, **i**–**l**) indicates nuclei undergoing apoptosis, compared with DAPI staining (**e**–**h**, **m**–**p**) showing all nuclei in the same histological sections. DNase-I treated histological section of ACTA1-MCM (**i**, **m**) and TUNEL staining of the severe model SD9 sample without the TdT enzyme (**j**, **n**) are used as positive and negative controls for TUNEL staining, respectively. Scale bar = 200 μm. Quantitative analysis of data is shown in Figure S14

Muscle biopsy data indicate fibro-fatty replacement in muscles of FSHD patients increasing with severity [30, 35, 97]. Muscle fibrosis, caused by stimulated fibroblast growth resulting in deposits of extracellular matrix between myofibers, leads to the loss of muscle architecture and decreased muscle function [30, 107–110]. The extent of fibrosis is typically quantified using histological methods and staining for collagen [58, 111]. Therefore, cross sections of the TA muscles isolated from the above series of control, mild, moderate, and severe FSHD-like mice were assayed for the extent of fibrosis developing over time using SR staining (Figs. 14, S15, and S16). The muscles from control *ACTA1-MCM/+* and mild FSHD-like model mice had similar low levels (~ 2% fibrotic area) of fibrosis (Fig. 14a, f, g and Figure S15). The moderate model had similar control levels of fibrosis at MD3 and MD6; however, this model showed a small but significant 50% increase in fibrosis by MD14 and MD28 (Fig. 14B–E and Figure S15). The severe model showed increased fibrosis by SD3 and a maximal 2.5-fold increase in fibrosis (5.5% fibrotic area) at SD9 (Fig. 14 h–j and Figure S14). Overall, the level of accumulated fibrosis is small in the moderate and severe models; however, it should be noted that these models only provide a short time frame for fibrosis to form. The heart, which does not express detectable DUX4-fl in any of the models, showed no signs of fibrosis in any of the models (Figure S16).

**Fig. 14:**
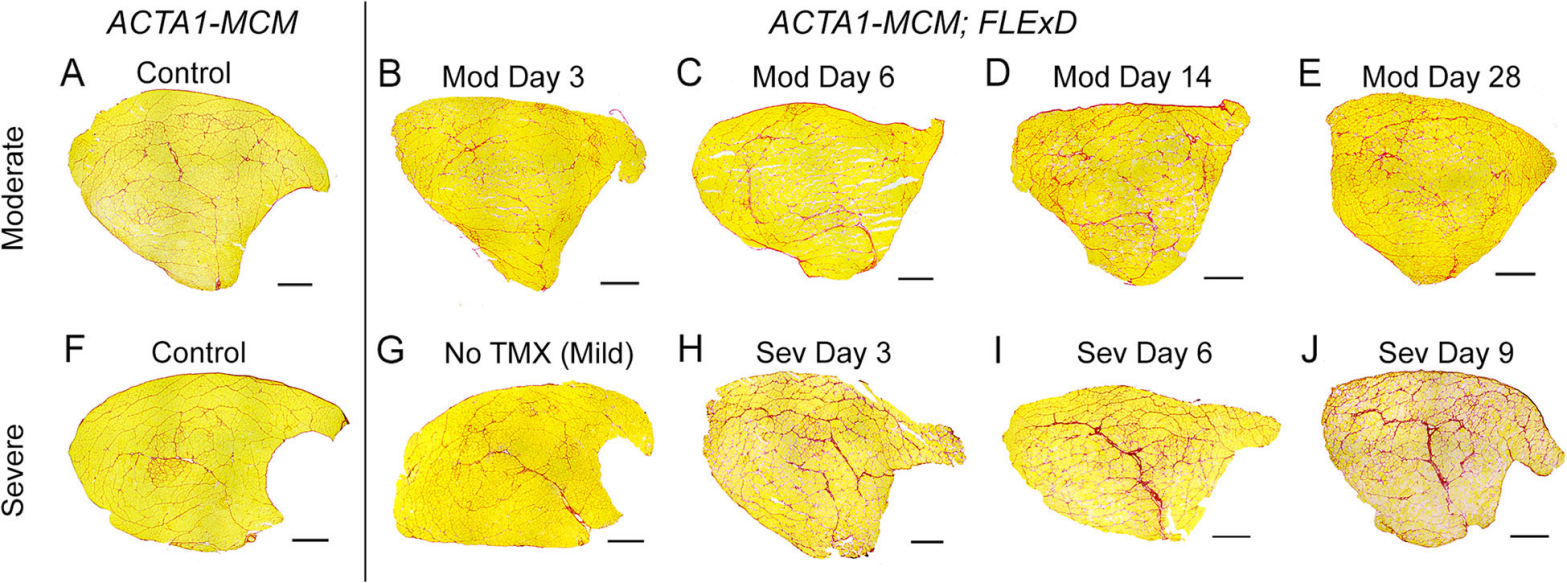
Increased DUX4-fl expression in the moderate and severe FSHD-like model mice leads to accumulation of fibrotic tissue in skeletal muscles. Histological cross sections of TA muscles dissected from mild, moderate, and severe FSHD-like model mice that had undergone treadmill exhaustion analysis 2× per week (see Figs. 7 and 8). Age-matched female control mice were used for the moderate model analysis and male control mice for the severe model analysis. Muscles were assayed from *ACTA1-MCM* TMX controls at MD28 (**a**) and SD9 (**b**), from mild model at MD28 (**g**), from female moderate model at MD3 (**b**), MD6 (**c**), MD14 (**d**), and MD28 (**e**), and from male severe model at SD3 (**h**), SD6 (**i**), and SD9 (**j**). Representative histology images are shown. Quantitative analysis of data is shown in Figure S15. Scale bars = 500 μm

## Discussion

Modeling FSHD in transgenic mice has historically been very difficult despite the fact that FSHD is a gain-of-function disease seemingly amenable to transgenic *DUX4* overexpression [78, 90, 92]. While the human *DUX4* gene has a conserved developmental role with *Dux* family members found in other mammals, including the mouse, there is significant divergence at the DNA and protein sequence level as well as in the spectrum of species-specific target genes [25, 80, 112]. In addition, because DUX4-FL is highly cytotoxic for many somatic cells, leaky expression during development has been problematic, and surviving mice can be severely phenotypic and difficult to breed [91]. However, the *FLExD* mice we recently developed overcame many of these previous limitations [48]. Both male and female mice are fertile and easy to breed, male or female transgenic mice can be produced either as transgene heterozygotes or homozygotes, which can live more than 1.5 years, and, when mated with an inducible Cre line of mice, bi-transgenic mice allow for investigator-controlled increased expression of DUX4-fl mRNA and protein resulting in FSHD-like muscle pathology [48]. Here, we report the characterization of a series of phenotypic FSHD-like mouse models varying in severity from mild to severe, generated using the *FLExD* conditional *DUX4-fl* transgenic mouse line crossed with *ACTA1-MCM* TMX-inducible mice and identify important considerations for using these models. We demonstrate that these bi-transgenic mouse severity models recapitulate many aspects of FSHD pathophysiology, thus providing suitable models for therapeutic interventions targeting DUX4-fl mRNA, protein, and potentially certain downstream pathways, with several key caveats. In particular, it is important for those working on these models to keep in mind the described anatomical muscle-specific and sex-specific differences in pathology and disease progression as well as the potential impact the microbiome and different mouse facilities may have on phenotypes [75, 76].

### Mild FSHD-like mouse model

The *ACTA1-MCM; FLExD* bi-transgenic mouse, in the absence of any TMX induction, has mosaic expression of DUX4-fl mRNA and protein and provides an excellent model of mild, pre-symptomatic FSHD. This is because the TMX-inducible Cre fusion protein produced in skeletal muscles by the *ACTA1-MCM* transgenic line exhibits leakiness into nuclei, resulting in Cre activity in the absence of TMX in a fraction of nuclei. Thus, in the *ACTA1-MCM;FLExD* bi-transgenic mice, this results in recombination of the DUX4 transgene and low mosaic expression of DUX4-FL protein in skeletal muscles throughout their lifetime. Importantly, although this leaky recombination is specific to skeletal muscle, it is not uniform among skeletal muscles, with different anatomical muscles exhibiting different, but consistent, levels of recombination and thus DUX4-fl expression (Fig. 1b, e.g., soleus is low and quadriceps is high). Thus, the situation in this mild model is similar to that in pre-symptomatic or asymptomatic FSHD patients. These mice live with a chronic, low-level, mosaic expression of DUX4-FL in a fraction (< 10%) of muscle fibers, yet phenotypically the mice appear healthy and behave normally, with no changes in overall fitness or lifespan.

Although these mild mice appear outwardly healthy, the low-level recombination produces several assayable phenotypes. The mild phenotype manifests as increased expression of DUX4-FL target genes (Fig. 3), 5–10% of myofibers with centralized nuclei at 10–12 weeks of age (Figs. 8 and 10), and 40% decreased capacity for muscle force generation in female (but not male) mice, assayed ex vivo (Figs. 5, S7, and S8). There are also small but significant differences between males and females with respect to histology and centralized nuclei that need to be taken in to account. Overall, there is some low-level muscle pathology and new fiber regeneration, however, the mice do not exhibit increased apoptosis, immune cell infiltration, or increased fibrosis. The model is readily scalable, highly reproducible, and, considering that these mice live > 1.5 years (female *n* = 43, male *n* = 20, to date), provides a DUX4-fl expression model that is amenable to longevity studies for efficacy of putative DUX4-targeted therapeutics. Thus, while the mild model is likely the easiest to work with and imposes no time limits on treatments, investigators must be careful in respect to sex, using a significant number of both sexes and analyzing them separately, which ages are used since this is a chronic accumulation pathology model, and which specific muscles to assay or treat.

### Moderate FSHD-like mouse model

Similar model-specific effects need to be taken into account when injecting TMX to generate the moderate and severe models, but these are even more pronounced. Importantly, while the moderate model showed consistently different levels of TMX-induced recombination between anatomical muscles (Fig. 1b), these were different from the leaky recombination in the mild model and more likely a reflection of the difference in TMX accessibility to various muscles. The moderate model mice also showed significant differences between males and females with respect to weight (Figure S6), treadmill profiles (Fig. 4), and muscle physiology (Figs. 5 and S7), with females being more severely affected by all metrics. With respect to appearance and progression of pathology, and, as opposed to the mild model, the moderate model mice show DUX4-induced apoptosis (Fig. 12). DUX4-FL protein expression and apoptosis peak at MD14, at which point there is also an increase in eMyHC positive, newly regenerated fibers as wells as fibrosis (Figs. 11, 14, and S16). Muscles at this stage produce ~ 60% of the force produced by ACTA1-MCM controls (Fig. 5). Analysis of global differential gene expression supports the activation of apoptosis, the immune response, and the cell cycle, all three of which are much larger groupings than enriched in C2C12 cells expressing DUX4. This illustrates a key difference between performing studies in vitro using single-cell types overexpressing DUX4 compared with studies of intact muscle expressing mosaic levels of DUX4 and containing all associated cell types (Fig. 7).

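Single genes of the immune response and the cell cycle were taken from marker lists fixed beforehand. All 8 macrophage genes (Emr1, Cd68, Csf1r, Lyz2, C1qa, Itgam, Fcgr1 and Mrc1) were called higher in the moderate model, with log2 fold changes between 1.66 and 4.18, and each was called higher under every scaling tried. The largest was Cd68, with a range of 3.77 to 4.79 over the alternatives. All 5 proliferation genes (Mki67, Top2a, Cdk1, Ccnb1 and Birc5) were called higher as well, with fitted log2 fold changes between 2.19 and 6.70, again under every scaling. For Cdk1 and Ccnb1 the controls had at most 3 counts, so the fitted values are uncertain in size. As a lower bound, Ccnb1 was at least 26.8-fold higher. Of 5 fibroblast genes 4 were called higher, with log2 fold changes between 0.52 and 3.84 over the list. Col1a1 did not differ by more than the spread between mice (0.57, standard error 0.74, adjusted p = 0.554). With 1 mouse left out, Col1a1 ranged from 0.067 to 2.04 and its adjusted p from 0.0054 to 0.944. The absence of a call for Col1a1 thus depended on which mice were included. The T cell genes Cd4 (1.42, standard error 0.60, adjusted p = 0.0593) and Cd8a (0.23, standard error 0.70, adjusted p = 0.803) were not called in the moderate model, but Cd4 was called with library size alone (2.01, adjusted p = 0.0069) and with DESeq2 (1.42, adjusted p = 0.045). Cd4 was called higher in the severe model (4.00, standard error 0.48, adjusted p = 4.0e-06) and Cd8a was not (0.80, standard error 0.63, adjusted p = 0.270), although Cd8a passed an adjusted p of 0.05 with library size alone (2.08) and limma on TPM (0.25). Cd3e and Cd3g, also on the marker lists, did not pass the filter on low counts and were not tested, so only Cd4 and Cd8a stand for T cells here. No cell counts accompany these libraries, so a change in the number of cells and a change in expression within cells cannot be separated by these values.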

A key component of the moderate model is that after MD14 both male and female mice recover on their own, regaining ~ 50% treadmill running by MD28, which coincides with decreases in apoptosis, and eMyHC staining, although fibrosis remains. This is likely because DUX4-FL-positive myofibers die and are being repaired and replaced using satellite cells that did not undergo transgene recombination and thus have not activated DUX4 expression. Therefore, it is imperative to have the proper controls when using these models for preclinical testing of therapeutics. However, this also presents an opportunity whereby the mice can be re-injected with TMX at some point during treatment and progressive decline of the model can be assessed over several months. Preliminary experiments in our lab suggest that this is a viable possibility that needs further investigation and characterization. In addition, TMX can be adjusted to single higher-dose injections or multiple lower-dose injections to refine the model to meet investigational needs. The flexibility and tunability of this model are almost endless.

### Severe FSHD-like mouse model

While the moderate model decline can be assayed over 2 weeks, the severe model is only useful for short-term analyses, as the DUX4-induced pathology is so severe that the mice require sacrifice no later than SD10. These mice do not show any signs of recovery. As in the moderate model, there are consistently different levels of transgene recombination and DUX4-fl expression among different anatomical muscles (Fig. 1b). However, different muscles show the same patterns as in the moderate model (e.g., soleus is highest and quadriceps is lowest for both models), supporting the idea that accessibility to the TMX that is responsible for the variability. In addition, as seen for both the mild and moderate models, females and males of the severe model showed sex-specific differences, with females again being more severely affected. Upon induction of DUX4-fl expression, eMyHC expression (Figs. 11 and S13), apoptosis (Figs. 13 and S15), and fibrosis (Figs. 14 and S16) appear by SD6 and are all at the highest levels for any model at SD9. Treadmill stamina is significantly affected by SD6, and mice are immobile by SD9, with muscles producing ~ 25% of the force generated by *ACTA1-MCM* controls and ~ 50% of the force produced in the moderate model (Figs. 4, 5, and S7). These markers for pathology are supported by global differential gene expression profiles that show greater enrichment for induced genes relating to apoptosis, immune response, and cell cycle, compared to the moderate model, while many muscle biology genes are significantly decreased (Fig. 7).

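The severe and moderate models were compared directly, with genes called after TMM scaling, on which the balance of higher and lower genes depended. Of the Immune System genes, 204 were higher and 97 lower in severe than in moderate mice, and of the Cell Cycle genes 174 were higher and 37 lower. Of the Apoptosis genes 27 were higher and 13 lower, and of the Muscle contraction genes 12 were higher and 26 lower. limma's camera test, which sets the genes of a set against all other genes, gave an adjusted p of 8.5e-05 for an increase of Cell Cycle, 0.0628 for an increase of Immune System, 0.909 for Apoptosis and 0.0628 for a decrease of Muscle contraction. As a share of the called genes in the background, Immune System made up 20.9% of the higher genes in the moderate and 19.3% in the severe model, Cell Cycle 11.1% and 11.7%, and Apoptosis 2.74% and 2.57%. Muscle contraction made up 3.16% of the lower genes in the moderate and 2.28% in the severe model.

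All 8 macrophage genes (log2 fold changes between 0.97 and 1.61) and all 5 proliferation genes (1.66 to 2.09) were called higher in severe than in moderate mice, under every scaling tried. All 7 genes of mature fast fibers (Myh4, Myh1, Myh2, Acta1, Ckm, Pvalb and Mybpc2) were lower in the severe model than in controls (log2 fold changes from -5.56 to -2.26) and than in the moderate model (-3.47 to -1.63), and in the moderate model 5 of them were called lower than in controls; no scaling changed these directions. Skeletal actin, Acta1, fell from 20537 ± 2096 CPM (SD, n = 3) in controls to 6339 ± 351 CPM in the moderate and 1842 ± 242 CPM in the severe model, log2 fold changes of -1.70 (standard error 0.17, adjusted p = 1.2e-06) and -3.48 (standard error 0.18, adjusted p = 7.6e-10). Myostatin mRNA (Mstn) fell from 63.8 ± 22.5 CPM to 7.56 ± 2.33 CPM and 2.64 ± 0.303 CPM. From the genes that differed from ACTA1-MCM controls in each model, the paper reasons by GO enrichment (Fig. 7) that induced genes of apoptosis, immune response and cell cycle are more enriched in the severe than in the moderate model while many genes of muscle biology decrease, and it takes these profiles as support for the pathology it observed in the severe model.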

## Conclusions

The goal in this study was to generate differing levels of FSHD-like severity using our *FLExD* mouse model and characterize the progression of pathology in ways useful to those performing preclinical testing of candidate DUX4-targeted therapeutics. We have provided an initial molecular, phenotypic, physiological, histological, and transcriptome characterization of three severity levels of FSHD-like model mice based on three levels of mosaic DUX4-fl expression in skeletal muscles. A key feature of these models is that the *ACTA1-MCM;FLExD* bi-transgenic mice express chronic low-level mosaic and skeletal muscle-specific DUX4-fl mRNA and protein without any TMX induction throughout their lifetime. Thus, the moderate and severe models are not introducing DUX4 expression to a naive system, instead providing a situation similar to the bursts of DUX4 expression seen in FSHD myocytes [21]. It is well documented that cells from asymptomatic FSHD subjects express DUX4 and cells from relatively healthy muscle biopsies from clinically affected FSHD patients express significant levels of DUX4 [10, 18, 19]. Thus, these models are recapitulating how we envision the DUX4 expression situation in FSHD whereby DUX4 levels in skeletal muscles correlate with pathology [35]. Thus, these bi-transgenic FSHD-like models allow investigators to recapitulate the chronic, low-levels of DUX4 using the mild model, or investigate more severe DUX4-mediated pathology by an investigator-controlled increase in DUX4 expression using TMX. In addition, the bi-transgenic model is the only available DUX4 model mouse that lives a normal lifespan (up to 2 years) while continually expressing detectable levels of mosaic DUX4-FL protein throughout its skeletal musculature [78, 91, 113], making it the only choice for long-term therapeutic knockdown studies of DUX4-fl.

Overall, these dose-dependent DUX4-fl FSHD-like phenotypic mouse models strongly support the DUX4 misexpression model for levels of DUX4 expression mediating levels of FSHD pathology [17, 20] and provide a useful and highly flexible tool for performing FSHD preclinical testing of therapeutic approaches targeting DUX4-fl mRNA and protein. Importantly for future analyses, we have shown sex-specific differences, anatomical muscle-specific differences, and model-specific differences that must be taken into account when using these FSHD-like mice. Within a single mouse, one can assess differentially affected muscles. Studying both sexes from a cross provides more fine-tuning of effects as well, with females being slightly but significantly more affected than the males. This provides even greater flexibility and utility for the model as a tool for studying FSHD and testing potential therapeutic approaches targeting the DUX4-fl mRNA and/or protein.

## Supplementary information

**Additional file 1: Figure S1.***FLExDUX4* transgenic mice kept in different housing facilities acquire different mouth and gut microbiomes and have differing alopecia and GI health. **Figure S2.** Mosaic tamoxifen dose-dependent recombination in gastrocnemius muscle of *ACTA1-MCM*;*R26*^*NZG*^ bi-transgenic mice. **Figure S3.** Increased TMX dosage leads to increased mosaic recombination in skeletal muscle of *ACTA1-MCM;R26*^*NZG*^ bi-transgenic mice. **Figure S4.** There is no significant difference in the transgene recombination rate between male and female *ACTA1-MCM/FLExD* bi-transgenic FSHD-like mice. **Figure S5.** Quantification of DUX4-FL protein positive myonuclei. **Figure S6.** The moderate and severe FSHD-like mouse models show significant weight loss. **Figure S7.** Maximum isometric forces of the female FSHD-like mouse models. **Figure S8.** Maximum and specific isometric forces of the male mild and severe FSHD-like mouse models. **Figure S9.** Pax7 target genes are not significantly misexpressed in the FSHD-like mouse models. **Figure S10.** GO enrichment analysis of differentially expressed genes (>2-fold) in the different FSHD-like severity model mice. **Figure S11.** Fiber number per cross-section does not significantly change with severity. **Figure S12.** The heart is not affected by TMX treatment in control or bi-transgenic animals. **Figure S13.** Quantification of eMyHC positive muscle cells in different FSHD-like mouse models. **Figure S14.***Mstn* gene mRNA expression decreases with increased *DUX4-fl* expression in the FSHD-like mouse models. **Figure S15.** Quantification of TUNEL positive nuclei in FSHD-like mouse models. **Figure S16**. Quantification of SR staining shows significant fibrosis in late stages of the moderate and severe FSHD-like mouse models. **Figure S17.** Cardiac muscle from FSHD-like mouse models shows no signs of increased fibrosis.

**Additional file 2: Table S1.** Significantly altered gene expression in FSHD-like models

**Additional file 3: Table S2.** Differentially expressed genes

**Additional file 4: Table S3.** Intersection of misregulated genes in models with FSHD patients

**Additional file 5: Table S4.** GO term superterms

**Additional file 6: Table S5.** GO superterm genes

**Additional file 7: Table S6.** MISO alternative splicing analysis for SE and RI

## Data Availability

Most data generated and analyzed during this study are included in the manuscript and supplemental data. Any data not included is available from the corresponding authors upon request. Raw RNA-seq data generated in this study has been deposited in the NCBI GEO database under accession number GSE122562.

## Abbreviations

DPI: Days post-injection
EDL: Extensor digitorum longus
FLExD: FLExDUX4
FSHD: Facioscapulohumeral muscular dystrophy
GA: Gastrocnemius
H&E: Hematoxylin & eosin
IF: Immunofluorescence
IP: Intraperitoneal
MCM: MerCreMer
MD: Moderate model day
Mstn: Myostatin
nLacZ: Nuclear ß-galactosidase
PCR: Polymerase chain reaction
qRT-PCR: Quantitative reverse transcriptase PCR
QUA: Quadriceps
RNA-seq: RNA sequencing
S.D.: Standard deviation
SD: Severe model day
SOL: Soleus
TA: Tibialis anterior
TMX: Tamoxifen
TUNEL: Terminal deoxynucleotide transferase dUTP nick end labeling

How the deposited data were processed for this re-analysis (not part of the article)

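RNA-seq libraries of gastrocnemius muscle from 12 mice were analysed, 3 each of ACTA1-MCM/+ controls, FLExD/+ mice, the moderate model and the severe model. Conditions were taken from the sample labels and the paper. Libraries of the mild model, the qRT-PCR data, the treadmill, force and histology data and the MISO splicing analysis were not used here, apart from the event counts of Table 3 and the gene lists of Tables S2 and S3, which are the paper's.

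For the expected counts, the authors trimmed single-end reads, mapped them with RSEM, modified to call Bowtie, to a merged UCSC knownGene, Ensembl and MISO annotation of mm10, and mapped the unaligned reads with TopHat. They deposited expected counts for 37748 genes and 12 mice without normalization. The authors also deposited a table of TPM values from the same RSEM estimates. The methods name TMM normalization of expression estimates, and the columns of the deposited TPM table sum to between 999994 and 1000000, so no such factor is in it. Of the 164417 entries with 0 counts, 164142 had a TPM above 0, so TPM were used only after adding 1.

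From these values, expected counts were rounded to whole numbers and tested with edgeR 4.0.16 (filterByExpr, TMM factors, robust quasi-likelihood F-test) in R 4.3.3, in 1 fit of the 4 groups, with Benjamini-Hochberg adjustment over 16679 genes. The contrasts were FLExD/+ versus control, moderate versus control, severe versus control and severe versus moderate. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 0.5, the fold threshold of the paper. Standard errors of log2 fold changes were derived from the F statistic. Levels are CPM on TMM-adjusted library sizes, given as mean and SD over 3 mice. Where all mice of a group had at most 3 counts, the fold was computed against 3 counts and is a lower bound. The depth was 23796902 to 29136403 counts per mouse, at which 3 counts correspond to 0.0676 to 0.155 CPM. With 3 mice against 3, an exact permutation test cannot give a two-sided p under 0.10.

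Reactome sets for mouse, distributed with fgsea 1.28.0, were tested with two-sided Fisher's exact tests against the 5069 tested genes that are in any set, with adjustment over 8 tests. limma's camera (limma 3.58.1) was run with an inter-gene correlation of 0.01. Gene positions, names and overlaps came from GENCODE M21 on GRCm38, which held 35982 of the 37748 identifiers. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

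The alternatives tried were median-of-ratios factors, library size without TMM factors, DESeq2 1.42.0, limma on log2(TPM + 1), no filter on low counts, at least 10 counts in every sample, only the 2 groups compared in the fit, an approximation of the paper's rule (a fold of at least log2 0.5 and a Bayes factor of at least 10 in each pair of mice), a log2 fold of at least 1, no fold threshold, an adjusted p under 0.01, genes on X and Y left out, each mouse left out in turn, and for the Reactome sets a background of all genes tested, camera, and a background matched on expression in 10 bins with 1000 draws. The alternatives added after seeing the data were library size with 20 genes left out, a slow-fiber score as a covariate, and Reactome tests on the genes called with median-of-ratios factors, library size alone, DESeq2 and limma on log2(TPM + 1). Genes are named in the text if the paper names them, if they are in Table S2 for FLExD/+ or in Table S3, if they are on marker lists written beforehand, if they were called between FLExD/+ and control, or if they were among the 5 higher or 5 lower called genes with the largest change in a comparison, with groups that do not overlap and a mean of at least 50 counts in the higher group. The slow-fiber genes and the genes with opposite calls in the models were chosen after their values were seen. From the marker lists, 1 gene is not reported here; it was left out after the first run, and the counts over its list were computed again without it.

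The tests were tried on simulated data first. Counts for 14220 genes were drawn for 12 mice from the gene means and dispersions of the control and FLExD/+ groups and the library sizes of all 12 mice, with 200 genes changed in the moderate group. edgeR with TMM recovered 165 of them with 11 false calls, DESeq2 163 with 20, limma on log2(TPM + 1) 159 with 15 and the paper's rule 103 with 1. With no gene changed, edgeR made 1 false call. Changes were balanced in direction and no shift in library composition was simulated, so the simulation does not test the scaling between libraries. In it, edgeR with library size alone recovered 163 genes with 17 false calls.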

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

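The comparisons of the models with controls and the marker lists were planned, and the tests on the patterns in this part were all chosen only after the results were seen. Each group holds 3 mice, too few to test a single mouse against its group.

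A first group of results differs between the models, which were compared with the same controls. The number of genes called higher than control in the moderate model and lower than control in the severe model was 18, and 4 genes were called in the opposite order. Each of these 22 genes also differed between the severe and moderate models at an adjusted p under 0.05. Their selection for opposite calls against the same controls made this likely, so it is no further evidence. The largest difference was at Ighm, the heavy chain of IgM, with log2 fold changes of 1.48 in the moderate and -2.40 in the severe model, and -3.88 between them (adjusted p = 3.1e-06). Myh11, a myosin of smooth muscle, changed by 0.99 and -1.17. The 4 genes were Itga7 (-0.69 and 0.61), Adc, Whrn and Scx. The scaling between libraries is 1 technical explanation. With library size alone the numbers were 9 and 11, and with median-of-ratios factors 19 and 3. The bound set for the test on these 2 settings was a fall to under 50% of the counts of 18 and 4, which neither reached, although 9 lies at that bound. Limma on log2(TPM + 1), which was not part of the test, gave 7 and 4, and 7 is under the bound. Settings other than the scaling also lowered the count of 18. No filter gave 10, at least 10 counts in every sample 13 and only the 2 groups 14, while DESeq2 gave 19. Scaling may therefore account for some of the 18 genes, as may the filter and the choice of fit. The tests cannot tell how many. Library composition changed with the model, and no test separates a change in cell types from a change in expression. No biological explanation was tested.

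The paper's Table S2 lists genes raised in the mild model. Of these, 41 are listed at 0 TPM in controls there and were tested here. The control TPM listed for the mild model differ from those listed for the other models. The listed TPM also differ from the deposited ones. This was not resolved, so the choice of these genes is uncertain. All 41 were higher than control in the moderate model, which choosing genes at 0 TPM in controls made all but certain. Their median fitted log2 fold change was 7.04 in the moderate and 6.17 in the severe model. These folds over control were not set against the floor of 3 counts, so both medians are uncertain in size. Between the severe and moderate models the median log2 fold change of the 41 genes was -1.20, with 31 genes called lower and 2 higher. None of 10000 random sets of the same size and mean expression had a median as low (lowest -0.33), which describes these libraries. The remaining 622 tested genes of that list had a median of -0.14. Loss of the mature fibers that carry the transgenes is a candidate explanation. If it alone applied, the fall was to lie within the range of 7 mature fast-fiber genes (-3.47 to -1.63), and at -1.20 it lies outside. This sets a median against single genes, and 14 of the 41 genes lie within that range, so the test does not exclude fiber loss. Scaling is another candidate explanation. With library size alone the median was -0.51, still under 0 although the median of all genes was 0.72, and 14 genes were called lower and 3 higher. A fall smaller than that of the fiber genes could still arise from fiber loss together with higher expression per fiber, which was not tested. Scaling thus does not explain the whole pattern but may account for part of it, and fiber loss remains open.

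Esr1 was lower in severe than in moderate mice, with a log2 fold change of -1.62 (standard error 0.20, adjusted p = 3.3e-05; over the alternatives the adjusted p ranged from 1.4e-13 to 0.0020). Against controls it changed by -2.56 in the moderate and -4.18 in the severe model. All of these mice carry the ACTA1-MCM transgene. The fall of -4.18 lies within the range of the mature fast-fiber genes in the severe model (-5.56 to -2.26), which is consistent with a loss of fibers or a lower activity of the ACTA1 promoter; Acta1 itself changed by -3.48. Scaling does not explain the fall, since with library size alone it was -2.87. These tests do not separate loss of fibers from lower promoter activity. After TMM scaling, severe mice at 36.1 ± 1.17 CPM were near the level of FLExD/+ mice without the transgene. That nearness depends on the scaling and the measure. Before scaling, severe mice had 1475 to 1586 counts and FLExD/+ mice 554 to 786. In TPM the severe mice lay between 38.6 and 45.1 and the FLExD/+ mice between 4.87 and 8.78.

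The slow-fiber genes Myl2, Myl3 and Myh7 were far lower in severe than in moderate mice, with log2 fold changes of -6.03 (adjusted p = 0.0020), -5.23 (adjusted p = 0.0034) and -4.89 (adjusted p = 0.0027). Scaling does not explain this, since with library size alone the smallest of the 3 falls was -4.21. Slow muscle such as soleus left out of the tissue taken could lower them. The other slow-fiber genes Tnnt1, Tnni1, Tnnc1 and Atp2a2 did not fall with them, and the highest of these changed by 1.05 (Tnni1, adjusted p = 0.269). Regenerating fibers can express some of these genes again, and the spread of slow-fiber genes between mice was wide already among controls, so the pattern cannot be told apart from a difference in the tissue taken.

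The paper does not report on denervation. Of 5 genes that rise in denervated fibers (Chrng, Chrna1, Ncam1, Runx1 and Gadd45a), all 5 were called higher in the moderate and 4 in the severe model (5 with library size alone or limma on log2(TPM + 1)), where the log2 fold changes ranged from 0.42 to 9.64. Under each scaling tried all 5 were above 0 in both models. Gadd45a was lower in the severe than in the moderate model (log2 fold change -0.95), but with library size alone (-0.25) and limma on log2(TPM + 1) (-0.17) it was not called. Expression of these genes by regenerating fibers may account for the increase. The log2 fold changes of 3 of the 5 lie within the range of the 6 regenerating-fiber genes in the severe model (2.35 to 7.83). Because both groups of genes rose, the test on these genes cannot tell the explanations apart.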

How the results depend on the processing

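The alternatives here that are marked as added were chosen only after the data were seen, as was the test with the slow-fiber covariate; what the test on the 20 largest genes would show was written down before its result was seen. In each setting tried, more genes were called higher against control in the severe than in the moderate model.

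For the FLExD/+ versus control comparison, the count of 1 gene became 7 with DESeq2, 2 with limma on log2(TPM + 1), 2 with the paper's rule and 0 with only the 2 groups in the fit, where 517 genes had an unadjusted p under 0.05. It ranged from 1 to 2 over the 6 fits that each left out 1 mouse, and the added slow-fiber covariate gave 3. The other alternatives gave 1.

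With library size alone, 8764 genes were higher and 752 lower in the moderate model, 12580 higher and 1070 lower in the severe model, and 9648 higher and 823 lower in severe than in moderate mice. With limma on log2(TPM + 1), 737 were lower in the moderate model, 10687 higher and 987 lower in the severe model, and 8034 higher and 629 lower in severe than in moderate mice. The share of called genes that were higher in the severe model was 54.1% with TMM, 92.2% with library size alone and 91.5% with limma on TPM. With 20 genes left out of the library size, an added alternative, the counts were 1404 lower in the moderate model and 8660 higher and 2395 lower in the severe model. The paper's rule gave 1326 higher and 1029 lower in the moderate model, 2433 and 2541 in the severe model, and 770 and 1268 between the models. A log2 fold of at least 1 gave 2648 and 1172 in the moderate model, 2928 lower in the severe model, and 1356 and 1391 between the models. Apart from the settings named, the counts stayed within 1.5 times the main count under median-of-ratios factors, DESeq2, no filter, at least 10 counts in every sample, only the 2 groups, no fold threshold, an adjusted p under 0.01 and genes on X and Y left out. Leaving out 1 mouse gave 3650 to 3979 higher and 2552 to 3000 lower in the moderate model, 5274 to 5523 and 4426 to 4656 in the severe model, and 2300 to 2972 and 2572 to 3258 between the models. A few genes taking most of the counts is 1 candidate explanation for the effect of library size. Leaving out the 20 largest genes covered 55.1% of the distance between the medians under library size and under TMM, so it explains the effect in part. The cause of the other shifts was not tested.

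Wfdc3 and Pax7 stayed higher than control in both models under each of the 6 alternatives for which single genes were followed (median-of-ratios factors, library size alone, DESeq2, limma on log2(TPM + 1), no filter and only the 2 groups) and with each mouse left out. With at least 10 counts required in every sample, Wfdc3 would not be tested, since controls had 3 to 8 counts. The Immune System and Cell Cycle sets kept an adjusted p under 0.05 in both models under a log2 fold of at least 1, a background of all genes tested, camera and a matched background. Muscle contraction did so in the moderate model, and in the severe model the matched background gave a ratio of 1.24 with an adjusted p of 0.136 (range 6.1e-06 to 0.136). Apoptosis was past the threshold in none of these, and its direction reversed: in the moderate model to 0.867 at a log2 fold of at least 1, with 0.990 to 1.10 over the fits that left out 1 mouse, and in the severe model to 1.20 against all genes tested, 1.17 against the matched background and 0.077 as the mean difference from other genes with camera. The cause was not tested. The sets were also tested on genes called with median-of-ratios factors, library size alone, DESeq2 and limma on log2(TPM + 1), which are added alternatives. Immune System, Cell Cycle and Muscle contraction kept an adjusted p under 0.05 and their direction in both models under all 4. Apoptosis passed the threshold with limma, at an odds ratio of 1.57 in the moderate (adjusted p = 0.012) and 1.77 in the severe model (adjusted p = 0.0088), and in the severe model its direction also reversed with library size alone, to 1.53 (adjusted p = 0.0875). With limma on TPM most called genes are higher; whether this is the cause was not tested. All 7 genes read from Table S3 passed in the moderate model under each scaling and test, and 6 or 7 with a mouse left out; in the severe model 9 or 10 passed.

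Of 987 results for single genes under the other alternatives (165 genes and comparisons), 938 kept their direction and side of the threshold, 5 were weaker, 40 stronger and 4 reversed. Reversed were Rpl37 in the moderate model, from -0.12 to 0.49 with library size alone and 0.36 with limma on TPM, and Cd34 in the severe model, from -0.61 to 0.69 and 0.59; in both, the median of all genes shifted upward under those settings. Of 990 results with 1 mouse left out, 965 were unchanged, 6 weaker, 10 stronger and 9 reversed. The reversals were at Wfdc3 in FLExD/+ mice (-0.88 to 0.50), Calcr in the moderate (-0.089 to 0.48) and severe model (-0.17 to 0.40), Cd8a (-0.34 to 1.56) and Thumpd3 (-0.090 to 0.074) in the moderate model, and Wfdc3 between the models (-0.058 to 0.39). None of these genes was past the threshold with all mice included, and the cause was not tested. Depth limits Wfdc3 in FLExD/+ and control mice, where 1 to 8 counts were seen.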

Differences from the paper's values

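The settings named here were fixed before the data were examined unless stated otherwise, and the settings added later were chosen only after the results were seen.

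A gap in a number of genes is called closed when the larger number is at most 1.5 times the smaller, and a gap in a log2 fold change when the signs agree and the values differ by at most the combined SD of the mice of the 2 groups on the log2 scale. A closed gap is therefore not a match, and numbers within the margin can still differ clearly from the paper's.

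The paper reports 3 genes that differ between FLExD/+ and ACTA1-MCM/+ mice, and 1 was called here. Within the margin used for the comparison were limma on log2(TPM + 1), with 2 genes (Esr1 and Cish), the paper's rule as approximated here, with 2 genes (Esr1 and Wdfy1), and the fit without 1 control mouse, with 2 genes (Esr1 and Cish). The other alternatives did not close the gap, including DESeq2 with 7 genes and the fit of only the 2 groups with 0 (517 genes at an unadjusted p under 0.05). A slow-fiber score as a covariate in the fit of the 2 groups gave 3 genes (Wdfy1, Gm20390 and Esr1), and it was chosen after seeing the values.

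For the moderate model the paper's number of upregulated genes is 1295 and the number here 4072. The paper's rule gave 1326, and none of the other 17 alternatives closed the gap. The paper's number of downregulated genes is 852 and the number here 2830. Library size alone (752), limma on log2(TPM + 1) (737), the paper's rule (1029) and a log2 fold of at least 1 (1172) closed the gap, and the others did not. For the severe model the paper's number of upregulated genes is 2577 and the number here 5480; the paper's rule gave 2433 and no other alternative closed the gap. The paper's number of downregulated genes is 1962 and the number here 4648. The paper's rule (2541) and a log2 fold of at least 1 (2928) closed the gap, and the others did not.

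The paper's log2 fold change of Esr1 in Table S2 is -6.22 and the value here -4.36. Limma on log2(TPM + 1), at -5.80, closed the gap, and none of the other alternatives did.

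Some statements of the paper concern genes, rankings or directions. Among the FLExD/+ genes of Table S2, Gm20390 was called here by DESeq2 and by the slow-fiber covariate chosen after seeing the values, and Chac1 by none of the settings. The paper states that genes of apoptotic pathways are enriched among the induced genes of the moderate and severe models. In the Reactome set Apoptosis the odds ratio was 1.04 in the moderate (adjusted p = 0.849) and 0.946 in the severe model (adjusted p = 0.849); the GO terms of the paper were not used here. With genes called by limma on log2(TPM + 1), a setting added later, the odds ratios were 1.57 (adjusted p = 0.012) and 1.77 (adjusted p = 0.0088), as the paper states. The paper states that enrichment of induced apoptosis, immune and cell cycle genes is greater in the severe than in the moderate model. The odds ratio of Immune System was 1.88 in the moderate and 1.73 in the severe model, that of Apoptosis 1.04 and 0.946, and that of Cell Cycle 1.37 and 1.62. With library size alone, also added later, the ratios were larger in the severe model for all 3, at 1.64 and 1.96, 1.11 and 1.53, and 1.52 and 2.73, and with limma on log2(TPM + 1) as well, at 1.75 and 1.83, 1.57 and 1.77, and 1.50 and 3.01. In the direct comparison by camera, the adjusted p was 0.0628 for Immune System and 0.909 for Apoptosis. The paper's Table S3 lists Fos as higher in the severe model, and its adjusted p here was 0.0756. Library size alone, DESeq2, limma on log2(TPM + 1) and only the 2 groups in the fit brought Fos past the threshold, over a range of 5.9e-04 to 0.111.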

Other observations

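The tests on the slow-fiber score, on the implied length of Esr1 and on retained introns in this part were chosen only after the results were seen, and the other tests were not.

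Other splits of the same mice were fitted for each comparison. For the 6 control and FLExD/+ mice the real split gave 0 genes in the fit of these 2 groups (517 genes at an unadjusted p under 0.05), a number that each of the 10 splits reaches by definition, so the count of splits says nothing here. The split of control mice 1127 and 1349 with FLExD/+ mouse 1378 against the other 3 gave 333 genes. For moderate versus control, severe versus control and severe versus moderate, 1 of the 10 splits, the real one, gave as many genes as it did (6396, 9874 and 6060), and each of the others gave 0, with between 28 and 274 genes at an unadjusted p under 0.05. With 10 splits the share cannot be under 0.1, so chance cannot be excluded by this count alone.

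Slow-fiber genes differ between mice of the same genotype. Their mean log2 CPM was 7.14, 8.24 and 5.76 in the control and 8.45, 8.31 and 6.22 in the FLExD/+ mice, in the order of their numbers. This difference could hide genes that differ between the genotypes. The fit of these 2 groups called 0 genes without the score and 3 with it as a covariate (Wdfy1, Gm20390 and Esr1), so the difference may have hidden a few genes, though fewer than the 10 set as the bound, and 571 of 14220 genes had an unadjusted p under 0.05. No batch is given in the labels or the paper. The severe mice have the lowest animal numbers (1047 to 1079) and the FLExD/+ mice the highest (1358 to 1378). What these numbers follow is not given, so a difference in cohort between groups cannot be excluded.

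Esr1 was far higher in controls than in FLExD/+ mice, and reads from the MerCreMer transgene are a candidate source. After TMM scaling, the lowest CPM among mice that carry ACTA1-MCM was 0.929 of the highest among FLExD/+ mice, because severe mice had low levels. The lowest moderate mouse was at 2.53 and the lowest control at 11.1 of that highest FLExD/+ level. This test on levels therefore cannot tell whether the reads come from the transgene. Esr1 also changed more in TPM than in counts. Its implied length in the control mice was at most 0.329 of that in the FLExD/+ mice, which is consistent with reads on another part of the gene model in mice with the transgene. In the moderate mice the implied length was 0.756 to 0.768 and in the severe mice 0.831 to 0.866 of the median gene. In the FLExD/+ mice it was 2.18 to 2.43, so every mouse with ACTA1-MCM lay below every FLExD/+ mouse. Read positions were not used here, so a transgene source remains a hypothesis.

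All 12 mice had female expression of sex-linked genes. The lowest Xist count was 2600, and 4 Y-linked genes summed to at most 23 counts, so a difference in sex does not explain the genes called between models and controls.

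Hemoglobin and Alas2 mRNA was lower in the severe model, with a median log2 fold change of -3.08 over Hbb-b1, Hbb-b2 and Alas2, which may reflect less residual blood in the muscle. The Hba genes of Table S3 changed by a similar amount (-3.02). All 6 erythroid genes tested were below 0 in both models under each scaling tried.

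Gene length and GC content do not go with the direction of the changes. Across 16352 genes, Spearman's rho with the log2 fold change was 0.0151 for length and 0.0192 for GC content in the moderate model, and 0.0447 and -0.0017 in the severe model. Genes are not independent replicates, and whether either property affects which genes reach the threshold was not tested.

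The paper's Table 3 gives numbers of skipped-exon and retained-intron events per mouse. In the severe model the paper's skipped-exon events were 19.2% and retained-intron events 28.5% above controls, while the genes with at least 20 counts were 17.3% more numerous. More genes with enough reads to be scored is therefore a candidate explanation. Per such gene, skipped-exon events were at least 0.777 in each severe mouse against at most 0.770 in controls, a mean difference of 1.61%. Retained-intron events were at least 0.165 per gene in each severe mouse against at most 0.152 in controls, a mean difference of 9.54%. Each severe mouse thus lay above each control per such gene for both kinds of event, so the number of such genes does not by itself explain the whole increase. Most of the increase went with that number, as 1.61% of 19.2% remained per gene for skipped exons and 9.54% of 28.5% for retained introns. These values come from division by the number of genes alone. The paper set its minimum of 20 reads on each event, and reads per event were not counted here. More events could pass that minimum within genes already counted, so the division cannot exclude coverage as the source of the rest. The splicing analysis was not repeated, so they do not show a cause.

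At the Rosa26 locus, which carries the FLExD insertion, Gt(ROSA)26Sor had a log2 fold change of 0.88 in FLExD/+ mice (unadjusted p = 4.7e-05, adjusted p = 0.390), and every FLExD/+ mouse lay above every control. DESeq2 called it (adjusted p = 0.0051), and over the alternatives the adjusted p ranged from 0.0051 to 0.770. The reference gene of the paper's qRT-PCR, Rpl37, changed by -0.12 in the moderate and 0.10 in the severe model, and was not called in either. This depends on the scaling: in the severe model it was called higher with library size alone (1.40) and with limma on log2(TPM + 1) (1.31).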
